# Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**DOI:** 10.1002/alz.70998

**Published:** 2026-02-13

**Authors:** Gabor Egervari, Desi C. Alexander, Hua Huang, Greg Donahue, Connor Hogan, Mariel Mendoza, Hong Xu, Virginia Lee, Ben Garcia, Nancy Bonini, Shelley Berger

**Keywords:** acetyl‐CoA synthetase 2, Alzheimer's disease, assay for transposase‐accessible chromatin using sequencing, epigenetics, histone acetylation, learning and memory, RNAseq, single‐nucleus sequencing, tauopathy

## Abstract

**INTRODUCTION:**

Epigenomic dysregulation contributes to Alzheimer's disease (AD) and related tauopathies. Acetyl‐CoA synthetase 2 (ACSS2), a nuclear‐localized metabolic enzyme in neurons, supports histone acetylation and learning‐related gene expression. We examined how ACSS2 loss affects molecular and behavioral phenotypes in a mouse model of tauopathy.

**METHODS:**

We induced tauopathy in ACSS2 knockout and control mice via injection of pathological human tau. We assessed transcriptomic, epigenomic, and behavioral changes, and tested long‐term acetate supplementation as a rescue strategy.

**RESULTS:**

ACSS2 loss worsened tau‐seeding‐related phenotypes, particularly in hippocampal pyramidal neurons and Cajal–Retzius cells. Acetate supplementation rescued learning in an ACSS2‐dependent manner and restored gene expression linked to cognition.

**DISCUSSION:**

ACSS2 acts as a neuroprotective metabolic enzyme in vulnerable hippocampal neurons, and targeting this pathway through dietary supplementation may offer therapeutic potential for AD and related tauopathies.

**Highlights:**

- We combine tau seeding with deletion of acetyl‐CoA synthetase 2 (ACSS2) to test this enzyme in an Alzheimer's disease model.
- Loss of ACSS2 exacerbates transcriptional and behavioral responses to tau injection.
- We observe robust transcriptional dysregulation in pyramidal neurons in the hippocampus.
- We observe reduced numbers of reelin‐producing Cajal–Retzius cells in the hippocampus.
- Acetate supplementation rescues transcriptional and behavioral responses to tau.

## 1 BACKGROUND

Therapeutic interventions targeting well‐established pathological aspects of Alzheimer's disease (AD), like amyloid plaques and tau phosphorylation, continue to show limited clinical sucess.^1^ Ongoing efforts to uncover additional cellular and molecular underpinnings of AD and tauopathies in general are thus of critical importance. Single‐cell and single‐nuclei technologies have identified neuronal and non‐neuronal cell populations that play key roles in AD, showing transcriptional remodeling of several key brain cell populations^2^, ^3^, ^4^, ^5^ and pointing to large‐scale, progressive epigenomic alterations as a central mechanism of cell identity loss with disease progression.^6^

Epigenetic mechanisms, particularly histone acetylation, are important in the development and progression of AD.^7^ We and others have reported altered histone acetylation in the brain of AD patients.^8^, ^9^, ^10^, ^11^ Elevation of histone acetylation improves memory across multiple mouse AD models,^12^, ^13^, ^14^, ^15^ in line with its activity‐dependent promotion of immediate early gene (IEG) expression to create synaptic circuits for memory.^16^, ^17^ Our previous analysis of *post mortem* human brains similarly found that while normal aging is characterized by increased acetylation of histone H4K16 (H4K16ac), this modification is strikingly reduced in AD.^8^ This pattern suggests that H4K16ac may have a protective effect during normal aging that is lost in AD brains. Similarly, reduction of H3K27ac in AD patient‐derived induced pluripotent stem cell neurons blocked the activation of critical homeostatic pathways, leading to enhanced cellular stress and amyloid beta (Aβ) secretion.^18^ Together, these data suggest that reduced histone acetylation exacerbates AD across multiple disease models, though the molecular mechanisms and cell‐type specificity of this process remain poorly understood.

Recent evidence for an intricate interaction between metabolic and epigenetic processes has led to a fundamental shift in models of gene regulation. In particular, metabolic enzymes have emerged as central players in epigenetic regulation.^19^, ^20^ Cytosolic and mitochondrial metabolic enzymes can translocate to the nucleus, where they generate a local supply of metabolites, including acetyl‐CoA, that serve as substrates or cofactors for histone‐ and DNA‐modifying enzymes. This metabolic–epigenetic interface provides a potential focus for novel therapeutic interventions in a variety of conditions linked to epigenetic and transcriptional dysregulation.

Here, we assess the contribution of acetyl‐CoA synthetase 2 (ACSS2), a novel metabolic regulator of brain histone acetylation,^21^, ^22^, ^23^ to epigenetic and transcriptional changes in a tau‐seeding model. In neurons, ACSS2 is predominantly nuclear,^21^ and contributes to histone acetylation and gene expression underlying hippocampal learning and memory.^21^, ^22^, ^24^ Upregulation of ACSS2 enhances synaptic gene expression in a mouse model overexpressing Aβ.^25^ However, while AD is characterized by both amyloid plaques and tau neurofibrillary tangles, tau‐associated dysfunction is more directly linked to disease progression.^26^, ^27^, ^28^ Several models for tau toxicity and pathology have been developed in the mouse by injecting human AD‐associated tau aggregates into the mouse brain.^29^ These models show pathology that mimics human disease, such as spreading of tau aggregates, and thus are useful models to capture pathological aspects of human tauopathies in mice.

In this study, we used human pathological AD tau to seed the hippocampus of constitutive ACSS2 knockout (ACSS2 KO) mice to query long‐term, steady‐state cellular and genomic outcomes associated with the loss of ACSS2 in the context of tauopathy. Importantly, the combination of developmental loss of ACSS2 and chronic incubation with AD tau (6 months post‐injection) in this model enabled characterization of complex cellular and molecular outcomes in the brain encompassing both direct and indirect effects of ACSS2 loss. Such an approach is critical to establish the key neuroprotective role of ACSS2 in the context of tauopathy and related cognitive impairments.

We find that molecular changes after hippocampal AD tau seeding in part resemble those observed in human AD, and, in the context of ACSS2 KO, tau injection leads to a loss of neuroprotective gene expression programs and a striking gain of risk‐conferring pathways that result in loss of hippocampal cell identity. We define ACSS2 as a key modulator of AD tau–related molecular and behavioral phenotype. Our findings point to therapeutically targetable mechanisms underlying the onset and progression of tauopathy that are independent of traditional efforts focused on tau accumulation.

## 2 METHODS

### 2.1 Mice

Animal use and all experiments performed were approved by the institutional animal care and use committee (IACUC, protocols 804849). All personnel involved have been adequately trained and are qualified according to the Animal Welfare Act (AWA) and the Public Health Service (PHS) policy. To prevent genetic drift, Acss2^KO^ and corresponding wild‐type (WT) controls were generated through homozygous crosses of F1 progeny from heterozygote breeding cages. Mice were housed on a 12/12 hour light/dark cycle (7:00 am to 7:00 pm), with food and water provided ad libitum. To investigate the effects of chronic acetate treatment, mice were maintained on LabDiet 5001 with 5% Na‐acetate or a calorically equivalent control (manufactured and irradiated by TestDiet, Land O'Lakes Inc.). All behavioral experiments were conducted between 7:00 am and 11:00 am to reduce time‐of‐day effects. Female mice were used for all behavioral and single‐cell experiments. Male mice were used for bulk RNA sequencing (RNA‐seq) and chromatin immunoprecipitation sequencing (ChIP‐seq).

### 2.2 Purification of pathological tau protein from human AD brains

Tau protein was purified as previously described.^29^ Briefly, 6 to 14 g of frontal cortical gray matter from AD patients was homogenized using a Dounce homogenizer in nine volumes (v/w) of high‐salt buffer (10 mM Tris‐HCl, pH 7.4, 0.8 M NaCl, 1 mM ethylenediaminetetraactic acid [EDTA], and 2 mM dithiothreitol [DTT], with protease inhibitor cocktail, phosphatase inhibitor, and phenylmethylsulfonyl fluoride), with 0.1% sarkosyl and 10% sucrose added and centrifuged at 10,000 × g for 10 minutes at 4°C. Pellets were re‐extracted once or twice using the same buffer conditions as the starting materials, and the supernatants from all two to three initial extractions were filtered and pooled. Additional sarkosyl was added to the pooled low‐speed supernatant to reach 1%. After 1 hour of nutation at room temperature, samples were centrifuged again at 300,000 × g for 60 minutes at 4°C. The resulting sarkosyl‐insoluble pellets, which contain pathological tau, were washed once in phosphate‐buffered saline (PBS) and then resuspended in PBS (≈ 100 µL/g gray matter) by passing through 27‐G 0.5 inch needles. The resuspended pellets were further purified by a brief sonication (20 pulses at ≈ 0.5 seconds/pulse) using a hand‐held probe (QSonica), followed by centrifugation at 100,000 × g for 30 minutes at 4°C, whereby the majority of protein contaminants were partitioned into the supernatant, with 60% to 70% of tau remaining in the pellet fraction. The pellets were resuspended in PBS at one fifth to one half of the pre‐centrifugation volume, sonicated with 20 to 60 short pulses (≈ 0.5 seconds/pulse), and spun at 10,000 × g for 30 minutes at 4°C to remove large debris. The final supernatants were used in the study and referred to as AD tau. The use of *post mortem* brain tissues for research was approved by the University of Pennsylvania's Institutional Review Board with informed consent from patients or their families.

**RESEARCH IN CONTEXT**

1. **Systematic review**: Previous work identified acetyl‐CoA synthetase 2 (ACSS2), a metabolic enzyme localized to neuronal nuclei, as a key regulator of gene expression underlying learning and memory, suggesting that this pathway may be similarly important in neurodegenerative (tauopathy‐related) memory loss.
2. **Interpretation**: While loss of ACSS2 is generally well tolerated under homeostatic conditions, the dual insult of ACSS2 loss and tau aggregation results in substantial transcriptional dysregulation along hippocampal circuits and loss of Cajal–Retzius neurons. However, dietary supplementation with acetate ameliorates tau‐related memory decline and reverses gene expression changes, suggesting potential dietary therapies for human patients.
3. **Future directions**: The role of metabolites and their impact on the epigenome of the brain remain understudied in health and disease. While this and other work suggests that metabolic pathways can be leveraged to improve neuronal resilience in mice, further studies, especially in human populations, are necessary.

### 2.3 AD tau injections

Six‐month‐old male and female WT and ACSS2 KO mice were anaesthetized with isoflurane gas (1%–5% to maintain surgical plane) and placed in a sterile field within a stereotaxic device. Artificial tears were applied to eyes to ensure sufficient lubrication. Animals received an injection of bupivacaine (2.5 mg kg^−1^) for local anesthesia before the skin was disinfected with betadine solution and the skull exposed with a short incision using sterile surgical equipment. A small hole (≈ 0.5 mm) was drilled in the skull over the target area using a stereotaxic and a stereotactic drill. A micro‐syringe filled with AD tau lysate was inserted into the right dorsal hippocampus and slowly removed after injection of 1 µg tau (AP −2.5 mm; DV −1.4 mm; ML +2 mm from bregma). All animals received a single dose of subcutaneous meloxicam (5 mg/kg) as analgesia at induction and one dose per day for 2 days postoperatively as needed. To allow sufficient time for the development of AD‐like pathology, mice underwent behavioral or molecular characterization 6 months post‐injection.

### 2.4 Fear conditioning

Mice were handled for 3 consecutive days for 2 minutes each prior to the start of the experiment. On the day of fear acquisition, mice were individually placed in conditioning chambers (Med Associates) and habituated to the novel environment for 2.5 minutes prior to delivery of a 2 second long, 1.5 mA foot shock. Mice were promptly removed 30 seconds after shock onset and returned to their home cages. Chambers were wiped down with 70% ethanol between each round. Twenty‐four hours later, freezing response was tested for 5 consecutive minutes using FreezeScan software (CleverSys, Inc.).

### 2.5 Object location memory

Non‐aversive spatial memory was assessed as previously described.^22^, ^30^ Briefly, mice were handled for 2 minutes a day for 3 consecutive days (KO). On training day, mice were habituated to an empty arena for 6 minutes, then exposed to a collection of three distinct objects (glass bottle, metal tower, and plastic cylinder) of roughly similar sizes for 6 minutes. This training was repeated three times, with mice removed and all surfaces wiped down with 70% ethanol between trainings. For testing, the mice were returned to the same arena 24 hours later, this time with one object moved to a new location. Mice were allowed to explore freely for 6 minutes. Mice were monitored using a video camera, and time spent interacting with each object was assessed afterward using Any‐maze (Stoelting Co.). Quantification of mouse–object interactions was blinded. Discrimination index was calculated according to

$$\begin{array}{ccc} \text{DI} & = & (t_{\mathrm{displaced}}-\left[\left(t_{\mathrm{stat}\mathrm{iona}\mathrm{ry}1}+t_{\mathrm{stat}\mathrm{iona}\mathrm{ry}2}\right)/2\right])/\\ & & (t_{\mathrm{displaced}}+\left[\left(t_{\mathrm{stat}\mathrm{iona}\mathrm{ry}1}+t_{\mathrm{stat}\mathrm{iona}\mathrm{ry}2}\right)/2\right])\times 100 \end{array}$$

### 2.6 Open field

Mice were placed in an open arena (30 cm × 40 cm) and allowed to explore freely for 6 minutes. Resulting videos were analyzed using ANY‐maze behavioral tracking software (Stoelting Co.). Locomotion was assayed using path length (in meters) over the entire 6 minute period. Thigmotaxis (a measure of anxiety), was measured by quantifying the amount of time spent within the peripheral zone (defined as 8 cm from the arena walls) over the entire period.

### 2.7 Elevated zero maze

The maze was a circle‐shaped platform of 5 cm in diameter with two opposing open arcs and two opposing closed arcs of equal size, elevated 30 cm above the ground.^31^ Mice were placed in the middle of a closed arc and were allowed to freely explore the maze for 5 minutes. Each test was videotaped, and the behavior of the mouse was subsequently scored by an independent and blinded observer. Arm entry was defined as entering an arm with all four paws. At the end of the 5 minute test period, the mice were removed from the maze, the floor was wiped with a damp cloth, and any fecal boluses removed. The percentage of time spent in the open arcs (time spent in open arcs/[time spent in open arcs + time spent in closed arcs] × 100) and the percentage of the number of open‐arc entries (open arcs entries/[open arcs entries + closed arcs entries] × 100) were used as a measure of anxiety.

### 2.8 Y‐maze

The Y‐maze test of spontaneous alternation assess working spatial memory in rodents.^32^ Mice were gently placed in the distal portion of an arm in a Y‐shaped arena and allowed to explore freely. Mice were recorded by video cameras, and arm entries were scored by eye by blinded investigators. Arm entries were called when the mouse's hindquarters passed fully into the new arm. Percent spontaneous alternations were quantified according to the formula (SAR = [Number of alternations/(total arm entries – 2)] × 100).

### 2.9 Histology and immunohistochemistry

Animals were transcardially perfused with 1× PBS followed by 4% paraformaldehyde in PBS. After dissection, brain tissues were transferred to PBS and subsequently embedded in paraffin and sectioned at a thickness of 5 µm. Every tenth section was stained with hematoxylin and eosin (H&E), and sections from similar anatomical planes were chosen for histologic and immunohistochemical analyses. After deparaffinization and rehydration, sections were stained with phosphor‐Tau (Ser202, Thr205) monoclonal antibody clone AT8 (Thermo, Cat. #MN1020) to detect tau phosphorylation. Staining was quantified using QuPath software within manually curated regions of interest (ROIs) and using an automated threshold‐based classifier. The classifier was consistently applied across all samples and conditions. Histopathologic analysis was performed in a blinded manner.

### 2.10 Histone extraction, propionylation, and digestion

Histones were extracted from 1 mm^2^ punches taken from the dorsal CA1 region of the mouse hippocampus by using nuclei isolation buffer (NIB), as previously described.^33^, ^34^ The tissue punches were homogenized using biovortexer in NIB (15 mM Tris‐HCl, 15 mM NaCl, 60 mM KCl, 5 mM MgCl_2_, 1 mM CaCl_2_ and 250 mM sucrose at pH 7.5; 0.5 mM 4‐[2‐aminoethyl]benzenesulfonyl fluoride hydrochloride, 10 mM sodium butyrate, 5 µM microcystin, and 1 mM DTT added fresh) with 0.3% NP‐40 on ice, and washed twice in NIB without NP‐40 to remove the detergent from the nuclear pellet. Next, pellets were incubated in 0.2 M H_2_SO_4_ for 4 hours, and the supernatant was collected after centrifugation for 5 minutes at 3400 × g. Finally, histones were precipitated with 25% trichloroacetic acid (TCA) overnight. The histone pellet was then washed with ice‐cold acetone‐0.1% HCl and acetone twice to remove residual TCA. Histones were derivatized and digested as previously described.^30^ Histone pellets were resuspended in 30 µL of 50 mM ammonium bicarbonate (pH 8.0), and 15 µL derivatization mix was added to the samples, which consist of propionic anhydride and acetonitrile in a 1:3 ratio (v/v), and this was immediately followed by the addition of 7.5 µL ammonium hydroxide to maintain pH 8.0. The sample was incubated for 15 minutes at 37 °C, dried, then the derivatization procedure was repeated one more time to ensure complete derivatization of unmodified and monomethylated lysine residues. Samples were then resuspended in 50 µL of 50 mM ammonium bicarbonate and incubated with trypsin (enzyme:sample ratio of 1:20) overnight at room temperature. After digestion, the derivatization reaction was performed again twice to derivatize the N‐termini of the peptides. Samples were desalted using C18 stage tips before liquid chromatography mass spectrometry (LC‐MS) analysis and dried. Finally, the peptides were resuspended in 0.1% formic acid (FA) prior to nano‐flow LC tandem MS (nLC‐MS/MS).

### 2.11 Mass spectrometry

Samples were analyzed by using a nLC‐MS/MS setup. NLC was configured with a 75 µm ID × 25 cm Reprosil‐Pur C18‐AQ (3 µm; Dr. Maisch GmbH, Germany) nano‐column using an EASY‐nLC nano‐HPLC (Thermo Scientific), packed in house. The high‐performance LC gradient was as follows: 5% to 32% solvent B (A = 0.1% formic acid; B = 80% acetonitrile, 0.1% formic acid) over 45 minutes, from 32% to 90% solvent B in 5 minutes, 90% B for 10 minutes, at a flow rate of 300 nL/minutes. n = LC was coupled to an Orbitrap Elite mass spectrometer (Thermo Scientific). The acquisition method was data independent acquisition (DIA) as described. Briefly, two full‐scan MS spectra (m/z 300–1100) were acquired in the ion trap within a DIA duty cycle, and 16 MS/MS were performed with an isolation window of 50 Da. Normalized collision energy (CE) was set to 35%. Raw MS data were analyzed manually. We selected the seven most intense peptides of histone H3 and H4 containing acetylations, and we extracted the relative abundance of the M+1, M+2, and M+3 isotopes compared to the monoisotopic signal. The other peptides were not considered because, due to their low abundance, we could not reliably quantify the relative abundance of all the isotopes. The percentage represented in the radar plots indicates the relative intensity of the M+3 signal (the fourth isotope) compared to the monoisotopic signal. Data were not normalized to the non‐labeled sample, so that the relative abundance of the natural isotopic distribution can be appreciated also in the untreated mice.

### 2.12 RNA extraction and RNA‐seq

RNA was extracted and libraries were prepared as previously described.^21^ Briefly, total RNA was extracted using Trizol‐chloroform from 1 mm‐thick slices of dorsal hippocampus (comprising the CA1, CA2, CA3, and dentate gyrus). Total RNA quality was assessed on the Bioanalyzer platform using the RNA 6000 Nano assay (Agilent). mRNA was isolated from 300 ng total RNA using the NEBNext Poly(A) mRNA Magnetic Isolation Module (E7490L), and libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina (E7770). All RNA‐seq data were prepared for analysis as follows: NextSeq sequencing data was demultiplexed using native applications on BaseSpace. Demultiplexed FASTQs were aligned by RNA‐STAR 2.5.2 to assembly mm10 (GRCm38; parameters: –outFilterType BySJout –outFilterMultimapNmax 20 –alignSJoverhangMin 8 –alignSJDBoverhangMin 1 –outFilterMismatchNmax 999 –alignIntronMin 20 –alignIntronMax 1000000 –alignMatesGapMax 1000000). Aligned reads were mapped to genomic features using HTSeq 0.9.1 (parameters: ‐r pos ‐s rev ‐t exon ‐i gene_id). Quantification, library size adjustment, and differential gene expression analysis were performed using DESeq2. The significance of gene alterations was determined using the Wald test with multiple test correction according to the Benjamini–Hochberg method with false discovery rate (FDR) < 0.05. Gene Ontology (GO) analysis was performed using the DAVID bioinformatics suite,^35^ and top terms associated with biological processes (FDR < 0.1) were reported. RNA‐seq tracks were created using deepTools bamCoverage v3.4.3, first splitting by tag orientation to the genomic reference strand and then creating coverage maps. Because a reads per million mapped reads adjustment might disguise a large deformation in the transcriptome distribution, maps were adjusted for library size using the average scalar coefficient size factor determined by DESeq2. Resulting tracks were converted to bigWigs as ChIP‐seq tracks were, and the + and – tags from a given sample were plotted as overlays in a track hub.

### 2.13 ChIP‐seq

ChIP‐seq was performed as previously described.^8^ Briefly, ≈ 20 mg dorsal hippocampus from each mouse was minced on ice and cross‐linked with 1% formaldehyde for 10 minutes and quenched with 125 mM glycine for 5 minutes. Nuclei were prepared by Dounce homogenization of cross‐linked tissue in NIB (50 mM Tris‐HCl at pH 7.5, 25 mM KCl; 5 mM MgCl_2_, 0.25 M sucrose) with freshly added protease inhibitors and sodium butyrate. Nuclei were lysed in nuclei lysis buffer (10 mM Tris‐HCl at pH 8.0, 100 mM NaCl, 1 mM EDTA, 0.5 mM egtazic acid, 0.1% Na‐deoxycholate, 0.5% N‐lauroylsarcosine) with freshly added protease inhibitors and sodium butyrate and chromatin was sheared to ≈ 250 bp size using a Covaris S220 sonicator. Equal aliquots of sonicated chromatin were used per immunoprecipitation reaction with 4 µL H3K27ac antibody (Abcam, Cat. #4729; lot #GR323132‐1) preconjugated to Protein G Dynabeads (Life Technologies). Ten percent of the chromatin was saved as Input. ChIP reactions were incubated overnight at 4°C with rotation and washed three times in wash buffer. Immunoprecipitated DNA was eluted from the beads, reversed cross‐linked, and purified together with Input DNA. Ten nanograms of DNA (either ChIP or Input) were used to construct sequencing libraries using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs, NEB). Libraries were multiplexed using NEBNext Multiplex Oligos for Illumina (dual index primers) and paired‐end sequenced (42 bp) on the NextSeq 550 platform (Illumina) in accordance with the manufacturer's protocol. ChIP‐seq tags generated with the NextSeq 550 platform were demultiplexed with the bcl2fastq utility and aligned to the mouse reference genome (assembly GRCm38/mm10) using Bowtie2 v2.3.4.1 with parameters –local ‐ X 1000). Aligned tags were sorted by tag ID using samtools v1.1 sort ‐n and polymerase chain reaction‐deduplicated using PICARD MarkDuplicates v2.21.3‐SNAPSHOT with parameters REMOVE_DUPLICATES = True ASSUME_SORT_ORDER = queryname. Peaks were detected using MACS2 (tag size = 42 bp; FDR < 1 × 10^−3^) from pooled H3K27ac tags of mice from the same condition along with treatment‐matched Input tags as control with the FDR controlled at 1% (‐q 0.01). The MTL method^36^ was used to compare H3K27ac enrichment in the four study conditions. Statistical significance of differential H3K27ac enrichments was assessed using RGT‐THOR v0.13.2 with default parameters. After BAM files were sorted by chromosome position using samtools sort and indexed using samtools index, two samples of WT PBS (K27‐362 and K27‐363) were compared to three samples of ACSS2 KO tau (K27‐321, K27‐322, K27‐323) with per‐replicate input adjustment. Differential enrichments reported by THOR were filtered for *P* values < 1 × 10^−2^⁰. UCSC Genome Browser track views were created for ChIP‐seq data by first pooling replicates and generating coverage maps using deepTools bamCompare v3.4.3 with parameter–operation subtract to adjust for the input signal and default parameters otherwise. Motif analysis of differential ChIP‐seq peaks was performed in the following way: to identify regulatory factors with an impact on gene expression, differential H3K27ac peaks gained with tau or lost with tau were first associated to the nearest transcriptional start site (TSS) using HOMER v4.6 annotatePeaks.pl. Peaks associated to the TSS of genes with significant expression differences in the double‐hit contrast (WT PBS vs. ACSS2 KO tau) were selected for further study. For peaks gained with tau that were filtered in this way, the peaks lost with tau were used as genomic background for motif detection, and vice versa. Motif detection was performed using HOMER findMotifsGenome.pl with parameters ‐size 200 and ‐mask. To identify *Rfx3* and *Rbpj1* target genes, motifs discovered through de novo detection were passed as input to HOMER findMotifsGenome.pl using parameters ‐find ‐size 300 ‐mask.

### 2.14 Single‐nuclei RNA‐seq and assay for transposase‐accessible chromatin using sequencing

Single‐nuclei dissociation was performed following the 10× Genomics user guide for nuclei isolation from complex tissues (CG000375 Rev B). Briefly, bilateral hippocampal tissue was homogenized in NP‐40 lysis buffer (10 mM Tris‐HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP‐40, 1 mM DTT) using biovortexer on ice. After 5 minutes of incubation, lysates were passed through a 70 µm Flowmi strainer and centrifuged at 500 × g for 5 minutes at 4°C. Pellets were washed and resuspended in ice‐cold PBS containing 1% bovine serum albumin (BSA). Nuclei were stained with ready‐made 7AAD solution (Sigma, Cat. SML1633) and sorted on MoFlo Astrios EQ (Beckman Coulter). Sorted nuclei were pelleted, resuspended in 0.1× lysis buffer (10 mM Tris‐HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA, 1 mM DTT, 0.01% Tween‐20, 0.01% NP‐40, 0.001% digitonin) and incubated on ice for 2 minutes. Permeabilized nuclei were washed with wash buffer (10 mM Tris‐HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 1% BSA, 0.1% Tween‐20, 1 mM DTT) and resuspended in 1× diluted nuclei buffer with 1 mM DTT. All buffers contained 1 U/µL Sigma Protector RNase inhibitor (3335402001). Nuclei concentration was assessed via trypan blue staining and counting with a hemocytometer. This approach yielded ≈ 200,000 to 300,000 nuclei per brain. Library preparation was performed using Chromium Next GEM Single Cell Multiome ATAC + Gene Expression kit (10× Genomics) following the user guide (CG000338 Rev C). Targeted nuclei recovery rate was 10,000 nuclei/sample. For assay for transposase‐accessible chromatin using sequencing (ATAC‐seq), DNA and libraries were amplified for seven cycles using indexes from Sample Index Plate N, Set A. Library size distribution and concentration were measured using BioAnalyzer High Sensitivity DNA kit (Agilent) and NEB quantification kit. A total of 2.7 pM of pooled libraries were loaded onto 150‐cycle high‐yield Illumina flow cells and sequenced on Illumina NextSeq 550 using a custom recipe for read configuration 50:8:16:49. For RNA‐seq, cDNA was amplified for 9 cycles and libraries were amplified for 14 cycles using indexes from Dual Index Plate TT Set A. Library size distribution and concentration were measured using BioAnalyzer DNA1000 kit (Agilent) and NEB quantification kit. Pooled libraries 2.7 pM were loaded onto 150‐cycle high‐yield Illumina flow cells and sequenced on Illumina NextSeq 550 using read configuration 28:10:10:90.

### 2.15 Single‐nuclei RNA‐seq data processing and analysis

Multiomic datasets were processed independently. Single‐nuclei RNA‐seq (snRNA‐seq) data were generated using the 10× Cell Ranger^37^ pipeline (v6.0.2) with the mm10 genome. Specifically, fastq files were generated using cellranger mkfastq, followed by read quantifications using cellranger count with –include‐introns model suggested by 10× Genomics, and sample aggregation using cellranger aggr.

Downstream analysis was conducted in R (v4.3.2) and Seurat (v5.1.0)^38^, ^39^ with default parameters unless otherwise noted. Individual Seurat objects were generated for each replicate, processed using standard Seurat workflows including: SCTransform^40^, ^41^ for normalization, RunPCA for principal component analysis, and RunUMAP for uniform manifold approximation and projection. Doublet detection was performed with DoubletFinder (v3).^42^ Quality control filtering was applied to exclude cells with < 200 features or with mitochondrial read fractions > 5%. Then, the top 3000 most variable features were selected for replicate integration. Specifically, all Seurat objects from replicates were integrated using PrepSCTIntegration, followed by anchor identification with FindIntegrationAnchors, using reduction method reciprocal principal components analysis (rpca). The datasets were subsequently merged using IntegrateData.^43^ Downstream analyses included dimensionality reduction via RunPCA, batch effect correction with RunHarmony, and visualization using RunUMAP. Clustering was performed with FindNeighbors and FindClusters, and low‐quality clusters were removed. The final clustering resolution was set to 1. Phylogenetic trees were constructed using the BuildClusterTree function (Seurat). Cell percentage comparisons across cell types were assessed using the properller function from the speckle^44^ R package, which accounts for variability across biological replicates.

Differentially expressed genes (DEGs) were identified using FindAllMarkers for cluster‐wise comparisons and FindMarkers (Seurat) for pairwise comparisons, using a log2 fold‐change threshold of 0.25 and an adjusted *P* value cutoff of 0.05. DEG heatmaps were generated using DoHeatmap. Cell‐type annotations of the final used 24 clusters were assigned based on DEGs from cluster‐wise comparisons and further validated using Allen Institute Brain Atlas MAP MapMyCells.^45^ UMAP embeddings were visualized using DimPlot; violin plots for individual gene distributions were generated with VlnPlot. GO analysis of DEGs used Enrichr (https://maayanlab.cloud/enrichr‐kg).^46^ Other summary statistics were generated using R and ggplot.

Pseudopathology (pseudotime) trajectory analysis was performed using Monocle3^47^, ^48^ with default parameters. Two independent trajectory inferences were conducted, each using WT control centroids as root cells, defined separately along the *x* axis and *y* axis of the Uniform Manifold Approximation and Projection (UMAP) embedding. The trajectory was constructed using the following Monocle3 functions: preprocess_cds, reduce_dimension, cluster_cells, learn_graph, order_cells, and plot_cells. To identify key genes driving the trajectory, regression modeling was applied using fit_models, and differentially regulated genes were selected based on coefficient_table with adjusted *P* value threshold of 0.05.

Rfx (Rfx3/5/7) and Rpbj1 target genes were identified as above (see section 2.13). To expand the regulatory scope beyond Rfx3, motifs for other Rfx family members in were downloaded from the JASPAR database and added to the de novo motifs. To determine a suitable log‐odds similarity threshold for the database motifs, the consensus sequence was permuted to contain a number of mismatches based on the overall motif length, then those mismatching sequences were log‐odds scored against the position‐weight matrix and the first quartile value of the score distribution was chosen as the threshold. HOMER findMotifsGenome.pl was used again with command‐line parameter ‐find to scan both differential H3K27ac ChIP‐seq peaks at 1E‐10, 1E‐20, and single‐cell ATAC‐seq enriched regions or differential enriched regions to identify enhancers and other open loci with repressor binding moieties. Finally, the hits were annotated to nearby genes using HOMER annotatePeaks.pl and tables of likely target genes were produced. These target genes were overlapped with DEGs between WT PBS and KO tau across all clusters, and significance of overlap was determined via hypergeometric test.

Heatmaps were created by taking snATAC‐seq differential accessible regions (DARs) in all clusters at FDR < 0.1 (log‐ratio test) and combining them with bedtools merge. DARs were then scanned for the Rfx3 motif (result #2) Rbpj1 motif (result #5) using HOMER findMotifsGenome.pl with the ‐find parameter. Hits were annotated to the nearest gene using HOMER annotatePeaks.pl and measured for bulk log2(H3K27ac‐Input) signal using bigWigAverageOverBed. Finally, heatmaps were prepared by standardizing H3K27ac signals over the four study groups (ACSS2 WT‐PBS, WT tau, KO PBS, KO tau) and plotting with pheatmap, using the direction of gene expression from log2(KO tau/WT PBS) which had the greatest magnitude in any cluster in the single‐cell RNA‐seq as an annotation column.

### 2.16 Single‐nuclei ATAC‐seq data processing and analysis

Single‐nuclei ATAC‐seq (snATAC‐seq) data were processed using the 10× Cell Ranger ARC pipeline (v2.0.0) with the mm10 reference genome. Specifically, fastq files were generated using cellranger mkfastq, followed by read alignment and quantification using cellranger arc‐count.

Downstream analysis was conducted in R (v4.3.2), using Seurat (v5.1.0) and Signac (v1.14.0),^49^ with default parameters unless otherwise noted. Individual Seurat objects were generated for each replicate and processed using standard Signac workflows. Chromatin accessibility data were initialized using CreateChromatinAssay, incorporating peak calls from the Cell Ranger output. Genomic annotation was performed using GetGRangesFromEnsDb with EnsDb.Mmusculus. v79 from the UCSC database, followed by the creation of Seurat objects using CreateSeuratObject.

Seurat objects from all replicates were integrated using a standardized workflow. Integration anchors were identified with FindIntegrationAnchors using the reciprocal latent semantic indexing (rLSI) reduction method, followed by LSI embedding integration via IntegrateEmbeddings function. The union peak set was generated by merging peaks across replicates using the union function from the GenomicRanges^50^ package. This peak set was further refined by filtering with MACS2^51^ CallPeaks function based on the integrated object. Genomic annotation of peaks was performed using annotatePeak from the ChIPseeker^52^, ^53^ R package, with Gencode vM24 as the reference annotation database. Annotation distributions were visualized using plotAnnoBar from ChIPseeker.

Standard processing and normalization steps were performed for integrated objects using Signac as follows. Quality control metrics were computed and cells were filtered as follows: nCounts_peaks > 200, nFeature_peaks > 200 and < 30,000. Feature selection and normalization were performed using FindTopFeatures, RunTFIDF, and RunSVD, followed by clustering with FindClusters at a resolution of 1.0. Integration was conducted using FindIntegrationAnchors, IntegrateEmbeddings, and dimensionality reduction via RunUMAP. Phylogenetic relationships among clusters were inferred using BuildClusterTree.

To enable integration with snRNA‐seq data, gene activity scores for snATAC‐seq were computed on the co‐embedded Seurat object using GeneActivity, followed by assay creation with CreateAssayObject, normalization with NormalizeData, and scaling with ScaleData. The shared anchors between snATAC‐seq and snRNA‐seq datasets were identified using FindTransferAnchors, leveraging the most variable features from the snRNA‐seq dataset and using the canonical correlation analysis (CCA) method, followed by TransferData. The accuracy of predicted annotations for snATAC‐seq was assessed by examining unique cell counts per cell type and cluster. Heatmaps were generated using pheatmap^54^ to visualize annotation distributions. To co‐embed of snRNA‐seq and snATAC‐seq data, the datasets were merged using merge, followed by normalization, ScaleData, RunPCA, and RunUMAP. UMAP visualizations were generated using DimPlot, and summary statistics were computed in R and visualized using ggplot2.

DARs were identified using FindAllMarkers() for cluster‐wise comparisons and FindMarkers() for pairwise comparisons, using a likelihood ratio (LR) test. Regions were considered significantly differentially accessible with a minimum percentage threshold (min.pct) of 0.1, a log2 fold‐change threshold of 0.25, and a *P* value of < 0.001. Transcription factor (TF) motif enrichment analysis was performed using FindMotifs, and results were visualized with MotifPlot in Signac, using the JASPAR2020 database. Genome coverage tracks were generated using Signac visualization functions, including CovPlot, PeakPlot, TilePlot, and AnnotationPlot.

## 3 RESULTS

### 3.1 ACSS2 KO exacerbates learning and memory impairments induced by AD tau

Injection of human pathological AD tau (tau) isolated from *post mortem* brains of AD patients induces AD‐like pathology in mice, characterized by hyperphosphorylation of endogenous tau and spreading of the pathology.^29^, ^55^ Given the central role of tau in AD and other tauopathies, we used this model to determine whether associated molecular and behavioral changes are worsened by loss of ACSS2.

To examine the role of ACSS2 in tauopathy‐associated cognitive dysfunction, we performed AD tau injections into the hippocampus of WT and ACSS2 KO mice and performed a battery of behavioral tests 6 months post‐injection, to characterize learning and memory impairments associated with hippocampal tau injection (Figure 1A). As reported previously for tau injection^55^ and for ACSS2 KO,^22^ we found no evidence of alterations in anxiety‐like behavior via open field (Figure S1A in supporting information) or elevated zero maze assays (Figure 1B), and no impairment of short‐term memory in Y‐maze (Figure 1C). Further, locomotor activity was not affected in any of the behavioral assays (Figure 1A–C). These results emphasize the lack of gross behavioral abnormalities in the ACSS2 KO mice injected with AD tau.

**FIGURE 1:**
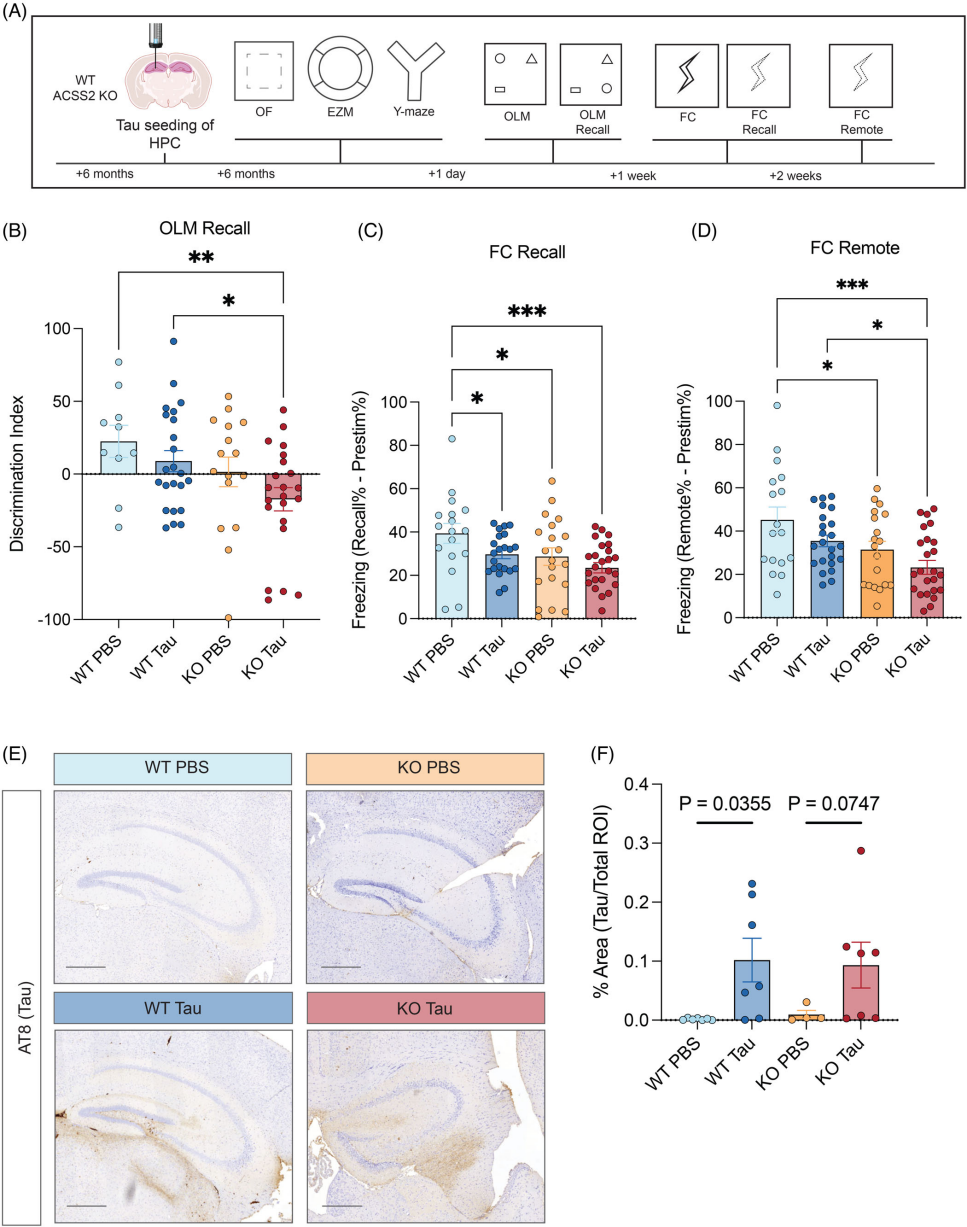
ACSS2 deletion exacerbates learning and memory impairments induced by hippocampal AD tau injection. A, Schematic of behavioral battery performed on AD‐Tau injected WT and ACSS2 KO mice along with PBS‐injected controls. Battery includes: tests of baseline behavior (open field [OF], and elevated zero maze [EZM]), tests of working memory (Y‐maze), tests of long‐term spatial memory (object location memory [OLM]), and long‐term fear memory (contextual fear conditioning [FC]). B, Decreased discrimination index of moved objects in AD tau–injected ACSS2 KO mice indicate more severe impairments of learning compared to other groups. One‐way ANOVA (*F*_3,67_ = 3.281, *P* = 0.0261) with Fisher LSD post hoc (*P < 0.05, **P < 0.01, ***P < 0.001). Non‐significant comparisons not shown. Bar graphs represent mean ± standard error of the mean. Points represent individual mice (WT PBS *n* = 10; WT tau *n* = 23; KO PBS *n* = 16; KO tau *n* = 22). C, Freezing levels at 24 hour recall show severe memory impairments in AD tau–injected and ACSS2 KO mice, with largest amplitude of decrease in the double‐hit KO tau mice. One‐way ANOVA (*F*_3,80_ = 4.001, *P* = 0.0104) with Fisher LSD post hoc (*P < 0.05, **P < 0.01, ***P < 0.001; WT PBS *n* = 17; WT tau *n* = 22; KO PBS *n* = 20; KO tau *n* = 24). D, Freezing levels at 2 weeks remote recall show more severe memory impairments in AD tau–injected ACSS2 KO mice compared to other groups. One‐way ANOVA (*F*_3,80_ = 5.592, *P* = 0.0016) with Fisher LSD post hoc (*P < 0.05, **P < 0.01, ***P < 0.001). E, AT8 immunohistochemistry showing similar levels of endogenous tau phosphorylation in AD tau–injected WT and ACSS2 KO hippocampi. F, Quantification of area occupied by AT8 staining within the DG of AD tau–injected WT and ACSS2 KO hippocampi. Brown–Forsythe ANOVA (F* = 3.668 [3.0, 12.25], *P* = 0.0431) with post hoc unpaired *t* with Welch correction (*P < 0.05, **P < 0.01, ***P < 0.001; WT PBS *n* = 7; WT tau *n* = 7; KO PBS *n* = 4; KO tau *n* = 7). ACSS2, acetyl‐CoA synthetase 2; AD, Alzheimer's disease; ANOVA, analysis of variance; DG, dentate gyrus; KO, knockout; LSD, least significant difference; PBS, phosphate‐buffered saline; ROI, region of interest; WT, wild type.

We then examined long‐term memory using recall tests of spatial memory. Object location memory (OLM) measures recall of long‐term spatial memories 24 hours after conditioning, requiring the mouse to remember an initial arrangement of items to identify a displaced object (Figure 1A). Fear conditioning (FC) measures long‐term associative memories forming between an aversive stimulus (foot shock) and spatial cues from a novel experimental chamber (Figure 1A). We previously found that ACSS2 KO mice^22^ and mice with dorsal hippocampal knockdown of ACSS2^21^ display impaired performance in these tasks.

Strikingly, ACSS2 KO mice combined with AD tau injection showed impairments of long‐term memory in both OLM (Figure 1B) and contextual FC (Figure 1C, D). With OLM, the PBS‐injected WT mice (WT PBS) favored exploration of the object that had been moved on the test day, demonstrating intact long‐term spatial memory. However, the discrimination index was decreased by tau seeding and ACSS2 loss (one‐way analysis of variance [ANOVA] *F*_3,67_ = 3.281, *P* = 0.0261). Post hoc comparisons revealed that this effect was primarily driven by the double hit of AD tau injection in ACSS2 KO background (KO tau). AD tau–injected WT (WT tau; Fisher LSD *P* = 0.3363) or PBS‐injected ACSS2 KO mice (KO PBS; Fisher LSD *P* = 0.1639) showed a non‐significant trend for decreased discrimination index (Figure 1B). Memory was more severely impacted in KO tau mice, with a significant decrease of discrimination index compared to both WT PBS (Fisher LSD *P* = 0.0062) and WT tau mice (Fisher LSD *P* = 0.0201; Figure 1B, right).

This pattern of long‐term memory deficits was mirrored in mice that underwent FC. Both tau injection and ACSS2 KO resulted in diminished recall of contextual cues 24 hours after acquisition (one‐way ANOVA, *F*_3,80_ = 4.001, *P* = 0.0104; Figure 1C). However, post hoc multiple comparisons indicated that group differences were mostly driven by significant decrease of freezing in the double hit KO tau mice compared to PBS‐injected WT mice (Fisher LSD, *P* = 0.0049), although both tau injection (Fisher LSD, *P* = 0.0441) and ACSS2 KO alone (Fisher LSD, *P* = 0.0295) showed reduction compared to WT PBS controls (Figure 1C). Additionally, this deficit persisted into remote recall (one‐way ANOVA, *F*_3,80_ = 5.592, *P* = 0.0016, Figure 1D), with the KO tau mice continuing to show decreased freezing 14 days after acquisition (Fisher LSD, *P* = 0.0001). Similarly to OLM, KO tau mice showed a significant memory impairment beyond what was observed in WT tau mice (Fisher LSD, *P* = 0.0177).

To test whether the observed behavioral impairments are accompanied by more severe neuropathology, we injected AD tau into the hippocampus of ACSS2 KO mice^22^ and WT controls, and assessed phospho‐tau levels by immunofluorescence 6 months post‐injection, because pathological tau becomes hyperphosphorylated during aggregation and spreading.^29^ As expected, tau phosphorylation occurred in the dentate gyrus (DG) of tau‐injected mice, but not in PBS‐injected littermates (Figures 1E, F). Notably, in the ACSS2 KO mouse, AD tau seeding induced hyperphosphorylation of endogenous tau to a similar extent as in WT mice (Figures 1E, F), indicating that there was no worsening of tau spreading or accumulation with ACSS2 loss.

Together, these findings suggest that, while individual AD tau injection and ACSS2 KO both impair long‐term memory formation, these deficits are exacerbated with the “double hit” of AD tau seeding in animals deficient in ACSS2. Across all assays of long‐term memory we used, KO tau mice consistently exhibited the poorest memory performance among all groups. Because our evidence shows that short‐term memory, anxiety‐like behavior, and general locomotion were not affected, these results indicate that ACSS2 loss selectively contributes to more severe impairment of long‐term memory in this model of tauopathy. The worsening of behavioral phenotypes in KO tau mice was independent of phospho‐tau levels in the dorsal hippocampus, indicating contributions from other molecular pathways.

### 3.2 Epigenetic and transcriptional profiling of AD tau–injected ACSS2 KO mice identify aberrant de‐repression of Rfx3 target genes

Given the recently uncovered role of ACSS2 in gene regulation in the brain,^21^, ^22^ we next examined gene expression and histone acetylation implicated in human AD.^8^, ^9^ Mouse brain tissue exhibits peak tau pathology at 6 months post‐injection;^29^ thus, we focused on this time point.

Intriguingly, bulk RNA‐seq of hippocampal tissue revealed that the double‐hit combination of AD tau injection and loss of ACSS2 led to a striking increase of transcriptional dysregulation (Figure 2A, right). Thus, while there were limited DEGs either in AD tau injection in WT mice or in the ACSS2 KO mice, comparison of WT PBS–injected mice to double hit ACSS2 KO tau–injected littermates resulted in 1029 DEGs (WT PBS = 533; KO tau = 496; Figure 2A, right) with a similarly large difference between tau‐injected WT and KO mice (1378 DEGs, WT tau = 744; KO tau = 634; Figure S2A in supporting information), exhibiting an overlapping set of genes (Figure 2B). These results (Figure 2A, left and middle panels) confirmed our previous findings that ACSS2 KO alters only a few genes at baseline in the absence of a memory task.^22^ GO analysis showed that double hit KO tau dysregulated genes were related to nervous system development, axon guidance, neuronal apoptosis, and ion channels (Figure 2B), suggesting broad impairment of neuronal function. In line with findings linking ACSS2 to the regulation of immediate early genes,^7^, ^8^ this family of genes was strongly represented among the DEGs, with *Npas4* being the most significantly dysregulated transcript by the double hit other than Acss2 itself (Figure 2A, right).

**FIGURE 2:**
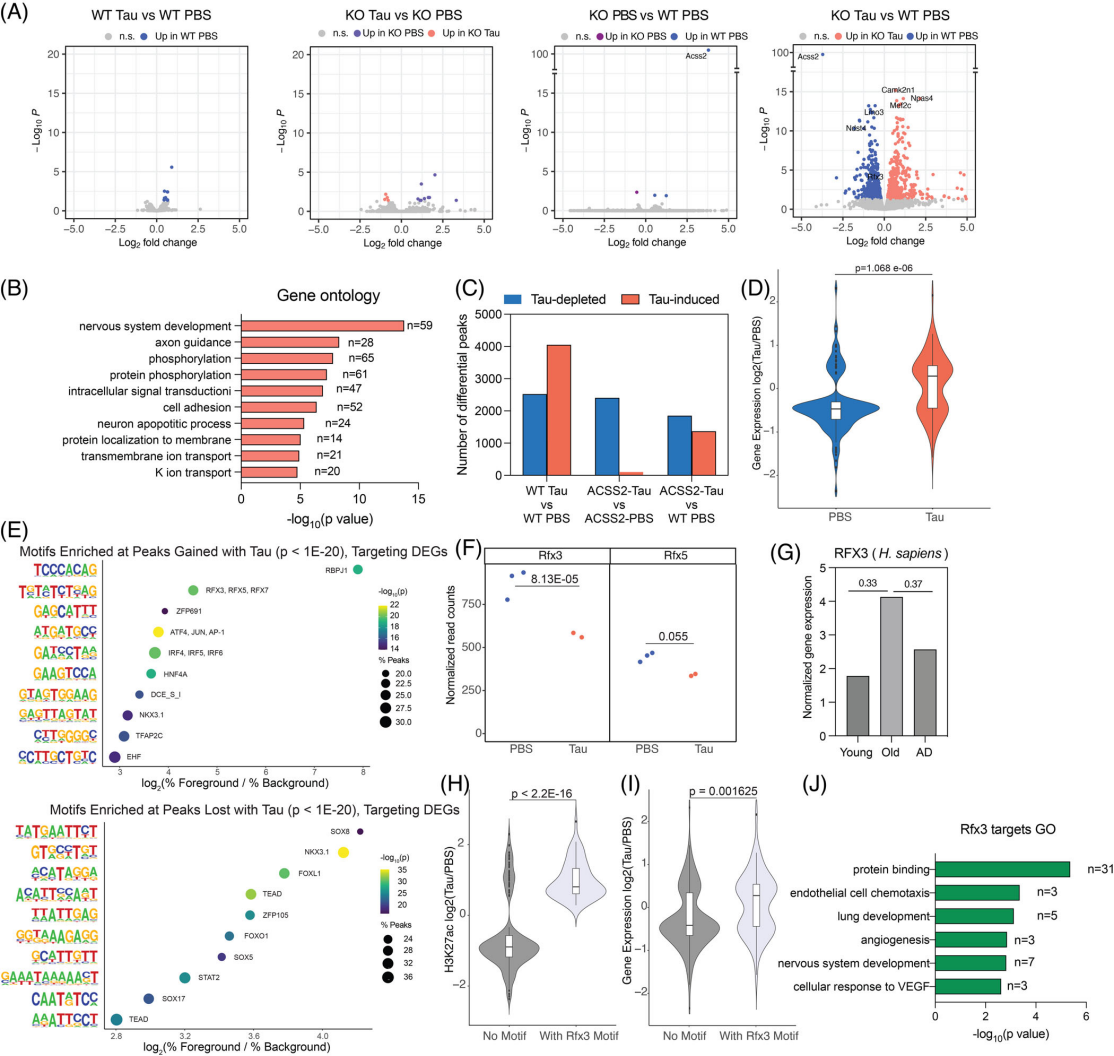
Epigenetic and transcriptional profiling of the AD tau–injected ACSS2 KO hippocampus. A, Bulk RNA‐seq showing severe transcriptional dysregulation in the hippocampus of AD tau–injected ACSS2 KO mice (DESeq2 with Wald test, *P*adj < 0.05; WT PBS *n* = 3; WT tau *n* = 3; KO PBS *n* = 3; KO tau *n* = 2). B, GO analysis of DEGs in AD tau–injected ACSS2 KO mice compared to PBS‐injected WT controls. C, Number of differential H3K27ac peaks in different comparisons. D, Expression of genes near H3K27ac peaks induced or depleted by AD tau injection. E, Motif analysis reveals the presence of Rfx3 binding sites at AD tau–induced peaks in ACSS2 KO hippocampus. F, *Rfx3* mRNA expression is significantly decreased in the hippocampus of AD tau–injected ACSS2 knock‐out mice. G, H3K27ac enrichment is significantly increased at Rfx3 binding sites in AD tau–injected ACSS2 KO mice compared to binding sites without the Rfx3 motif. H, The expression of genes near Rfx3 binding sites is significantly increased by AD tau injection in ACSS2 KO mice. I, GO analysis of Rfx3 target genes induced by AD tau in ACSS2 KO hippocampus. ACSS2, acetyl‐CoA synthetase 2; AD, Alzheimer's disease; DEG, differentially expressed gene; GO, Gene Ontology; KO, knockout; PBS, phosphate‐buffered saline; WT, wild type.

We then performed ChIP‐seq to profile the genome‐wide enrichment of H3K27ac, a histone acetylation mark strongly dysregulated in human AD. We first examined the contrast between WT PBS and WT tau conditions and noted substantial dysregulation of H3K27ac peaks, with moderate gains in the tau‐injection model resembling the observed increase in human *post mortem* AD patient brains^9^ (1378 PBS‐specific, 2194 tau‐specific; Figure S2B, C). H3K27ac gains and losses were associated with known neurodegeneration‐related genes, including at the Hnrnpr^56^ and Deptor loci^57^ (Figure S2D). GO analysis of genes associated with tau‐specific H3K27ac peaks revealed enrichment of genes related to the regulation of axonogenesis, neurological system processes, long‐term synaptic depression, and the regulation of axonal function and synaptic plasticity (Figure S2E); these processes may contribute to the tau‐related learning and memory impairments in this model (see Figure 1) in spite of modest changes in DEGs.

We then performed H3K27ac ChIP‐seq in WT and ACSS2 KO mice with AD tau injection. As before, there were thousands of differential peaks and tau injection in WT mice increased histone acetylation (Figure 2C, left), which may reflect similar chromatin changes at disease‐driving genes as in human *post mortem* brain.^8^, ^9^ In stark contrast, loss of H3K27ac peaks predominated in the ACSS2 KO background (Figure 2C, middle), and in the double hit comparison (Figure 2C, right), indicating differential impact of AD tau injection on the hippocampal epigenome with loss of ACSS2. Given the exacerbated behavioral (Figure 1) and transcriptional (Figure 2A, right) impairments in KO tau relative to the WT PBS mice, we further analyzed the double hit comparison. As expected, there was significant association of H3K27ac peaks with gene expression, with gene expression decreases linked to H3K27ac peak losses, and gene expression increases linked to H3K27ac peak gains (Figure 2D). We investigated transcription factors that may be driving the gene expression changes in response to AD tau within the ACSS2 KO mice by analyzing *de novo* DNA motifs under the differential H3K27ac peaks that likely regulate those genes (each differential peak was associated to the nearest TSS, and peaks associated to double hit DEGs were selected for motif analysis). Peaks lost in KO tau mice were enriched for Sox8 (Figure 2E, bottom), which plays a critical role in remyelination after toxin‐mediated demyelination in mice.^58^ Peaks gained in the double‐hit KO tau mice were enriched for motifs of Rbpj1, a TF with dual repressor/activator activity related to Notch signaling,^59^ as well as for motifs of the Rfx family of transcriptional repressors; these motifs were present in 26% and 25% of all KO tau–enriched peaks, respectively (Figure 2E, top). The *Rfx3* gene has frameshift mutations linked to neurodevelopmental disorders,^60^ and the expression of *Rfx3* was significantly decreased in the hippocampus of the double‐hit KO tau mice, with *Rfx5* also showing decreased expression (Figure 2F). Strikingly, both H3K27ac enrichment (Figure 2G) and gene expression (Figure 2H) of *Rfx3* gene targets were significantly increased in the double‐hit KO tau mice, as predicted given that the Rfx family members are transcriptional repressors and their expression was decreasing in KO tau mice. Notably, neither Rfx3 nor Rbpj1 target genes are typically related to neuronal function, and consistently, the top enriched GO categories included protein binding, endothelial cell chemotaxis, and lung development (Figure 2I). Thus, aberrant de‐repression of Rfx3 target genes in AD tau–injected ACSS2 KO mice might contribute to impairment of neuronal and cognitive functions observed in this model, though more rigorous testing is needed (see Figure 1).

Overall, these results indicate that the double‐hit KO tau mice exhibit dysregulation of histone acetylation and gene expression in the dorsal hippocampus. This is in line with the impairments of long‐term memory and point to a potential key role of transcriptional and epigenetic mechanisms in disease etiology.

### 3.3 Cell type–specific profiling of gene expression and chromatin accessibility in the hippocampus of AD tau–injected ACSS2 KO mice

These findings highlight important behavioral, transcriptional, and epigenetic changes in the hippocampi of ACSS2 KO mice in response to AD tau injection, along with potential aberrant TF activity. To determine whether there were specific cell populations most affected by AD tau and ACSS2 KO, we used the 10x Genomics MultiOmics platform to assess transcription (RNA‐seq) and chromatin accessibility (ATAC‐seq) profiles from single nuclei (Figure 3A). A total of 57,681 nuclei were sequenced from the hippocampi of PBS‐ or tau‐injected ACSS2 KO mice and WT controls (*n* = 3 replicates per condition, with each replicate comprising hippocampi pooled from two mice). Initial clustering yielded 36 subgroups (Figure S3A, B in supporting information), which were mapped onto annotated cell types using MapMyCells (Allen Brain Atlas;^45^ Table S1 in supporting information). Similar cell types were merged to yield 24 clusters corresponding to major neuronal and non‐neuronal cell types in the hippocampus (Figure 3B), and cluster identities were confirmed via published cell‐type markers (Figure 3C), with analysis of top cluster‐specific DEGs (Figure S3C).

**FIGURE 3:**
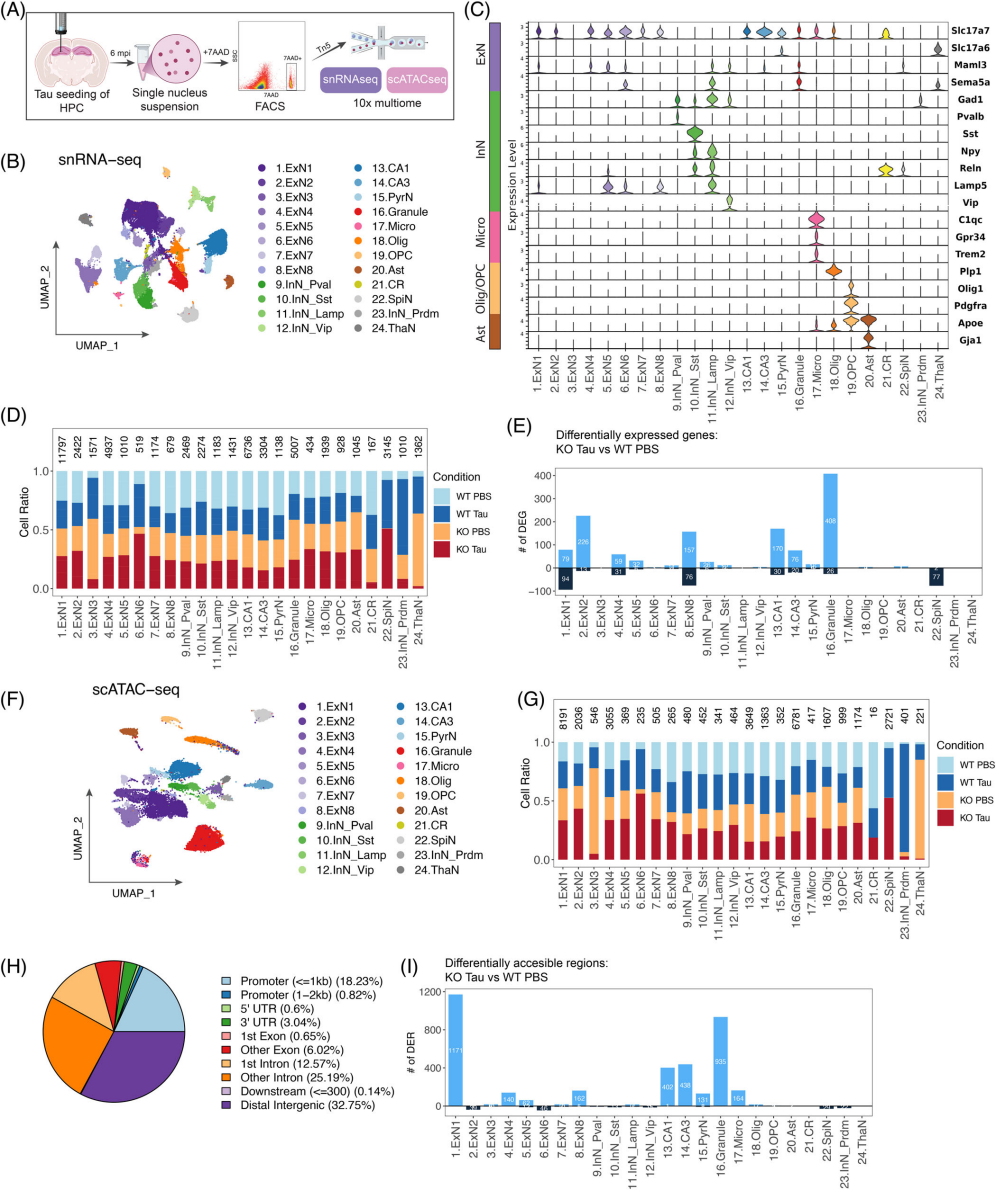
Single‐nuclei profiling of gene expression and chromatin accessibility of AD tau–injected ACSS2 KO mice. A, Schematic detailing single‐nuclei sequencing workflow. B, UMAP embedding of neuronal and non‐neuronal cell types identified in snRNA‐seq of mouse hippocampus (*n* = 3 replicates per condition; two pooled mice per replicate). C, Violin plot showing expression of known marker genes (curated from the literature) across cell populations. D, Changes in cell number across conditions (genotype, injection) in the snRNA‐seq dataset. Clusters 22 to 24 likely constitute dissection artefacts. E, Differentially expressed genes across all clusters between WT PBS and KO tau. F, UMAP embedding of neuronal and non‐neuronal cell types identified in snATAC‐seq of mouse hippocampus. G, Changes in cell number across conditions (genotype, injection) in snATAC‐seq dataset. Number of cells in each cluster indicated by number above barplot, and all columns presented as percentage of whole. H, Pie chart showing genomic location of snATAC‐seq peaks across all conditions. I, Differentially accessible regions across all clusters in AD tau–injected ACSS2 KO mice compared to PBS‐injected WT controls. ACSS2, acetyl‐CoA synthetase 2; AD, Alzheimer's disease; KO, knockout; PBS, phosphate‐buffered saline; snATAC‐seq, single‐nuclei assay for transposase‐accessible chromatin using sequencing; snRNA‐seq; single‐nuclei RNA sequencing; UMAP, Uniform Manifold Approximation and Projection; WT, wild type.

The majority of cell types were relatively stable across the four conditions (Figure 3D, Figure S3D); exceptions included clusters 22 to 24, comprising medium spiny neurons (MSN), Prdm12 inhibitory neurons (Prdm12 InN), and thalamic neurons (Thal). These populations were likely dissection artifacts, as these cell types are not generally found in the hippocampus,^45^ and exhibited a strong bias toward the second replicate across all three populations (Figure S3E, F). Thus, we removed these clusters from subsequent analysis.

Transcriptionally, cell types showed varying levels of RNA alterations across the possible comparisons (Figure 3E, Figure S3G). Consistent with the bulk RNA‐seq dataset (Figure 2A), the contrast between PBS‐injected WT and tau‐injected ACSS2 KO mice showed the most divergence, with seven clusters exhibiting < 50 DEGs (*P*adj < 0.1; Log2FC > 0.25; percent expression within cluster > 10%; Figure 3E), compared to ≤ 6 for the remaining contrasts of tau alone or ACSS2 KO alone (Figure S3G). Overall, a greater number of DEGs were identified across all contrasts than by bulk RNA‐seq, emphasizing cell type–specific effects and possibly pointing to a difference between the mature, polyadenylated transcripts selected by bulk analyses, and the nuclear transcripts identified by snRNA‐seq, though shared DEGs between bulk and pseudobulked snRNA‐seq were positively correlated (*R* = 0.57, *P* < 0.001; Figure S3H). The most heavily affected clusters across groups were all excitatory neurons, specifically excitatory neurons 1, 2, 4, and 8, as well as CA1 and CA3 pyramidal cells (PCs) and the granule cells (GCs) of the DGs (Figure 3E). Notably, Acss2 transcript levels were not enriched in any specific cluster (Figure S3I).

In addition to RNA, we examined DNA from 47,672 of the nuclei to measure chromatin accessibility, and labeled populations based the previously mapped snRNA‐seq dataset above (Figure 3F, Figure S4A, B in supporting information), confirming cluster identity using MapMyCells.^45^ Overall, the UMAP projection of the joint gene expression/chromatin accessibility profiles recapitulated clustering based on either modality alone (Figure S4C), and similar ratios of cells were recovered between approaches (Figure 3D, G and Figure S4D, E), although the WT PBS condition was slightly undersampled in the snATAC‐seq (Figure S4F). The largest singular percentage (33%) of called peaks mapped to distal intergenic regions with 18% mapping within 1 kb of promoters, and a total of 44% to other regions in the gene body (7% in exons and 38% in introns; Figure 3H). As in the snRNA‐seq data, the majority of DARs between WT PBS and KO tau (*P*val < 0.001, Log2FC > 0.25; percent expression within cluster > 10%) mapped to GCs and PCs, with significant contributions from excitatory neuronal clusters 1, 4, and 8 (Figure 3I). Contrasts involving the KO tau condition exhibited substantially more DARs than contrasts without KO tau (Figure S4D), suggesting that, surprisingly, loss of ACSS2 leads to increased chromatin openness in the presence of tau. As ACSS2 is directly linked to increased histone acetylation, we posit that this effect is potentially driven by downstream indirect pathways affected in this long‐term, steady‐state model.

Together, our multiomic single‐nuclei profiling approach robustly captured major neuronal and non‐neuronal cell populations of the hippocampus, and provided converging evidence for a cell type–specific dysregulation of gene expression and chromatin accessibility in the tau‐seeding model. Similar to the bulk RNA‐seq and behavioral outcomes, the double‐hit KO tau mice were more severely impacted compared to single hit WT tau and KO PBS animals.

### 3.4 AD tau–injected ACSS2 KO mice exhibit transcriptional dysregulation along the hippocampal trisynaptic circuit and perforant path

We then investigated transcriptional changes within cell clusters to uncover deeper effects on pathways. The cluster with the largest number of DEGs between PBS‐injected WT (WT Ctrl) and tau‐injected ACSS2 KO (KO tau) mapped to GCs of the DGs (434 DEGs, *P*adj < 0.1; Log2FC > 0.25; percent expression within cluster > 10%; Figure 3E, Figure 4A, B). The DG also featured the highest degree of phospho‐tau staining, particularly in the hilus and molecular layer (Figure 1E), which play key roles in hippocampal information processing and associative memory formation. Of the 26 genes downregulated in the KO tau condition, the most robustly perturbed included semaphorin 3c (*Sema3c*), a positive regulator of axon guidance, and the glutamate ionotropic receptor kainate‐1 (*Grik1*; Figure 4B). Far more genes (408) were upregulated toward the KO tau condition and these, too, were enriched in gene ontologies and pathways involved in neuronal projections and synaptic function (Figure 4C). This unexpected effect of ACSS2 loss leading to increased gene expression was in line with the increased chromatin accessibility, and was potentially linked to decreased expression of repressors (e.g., RFX3 and Rbpj1; see Figure 2E–J) and other mechanisms downstream of ACSS2.

**FIGURE 4:**
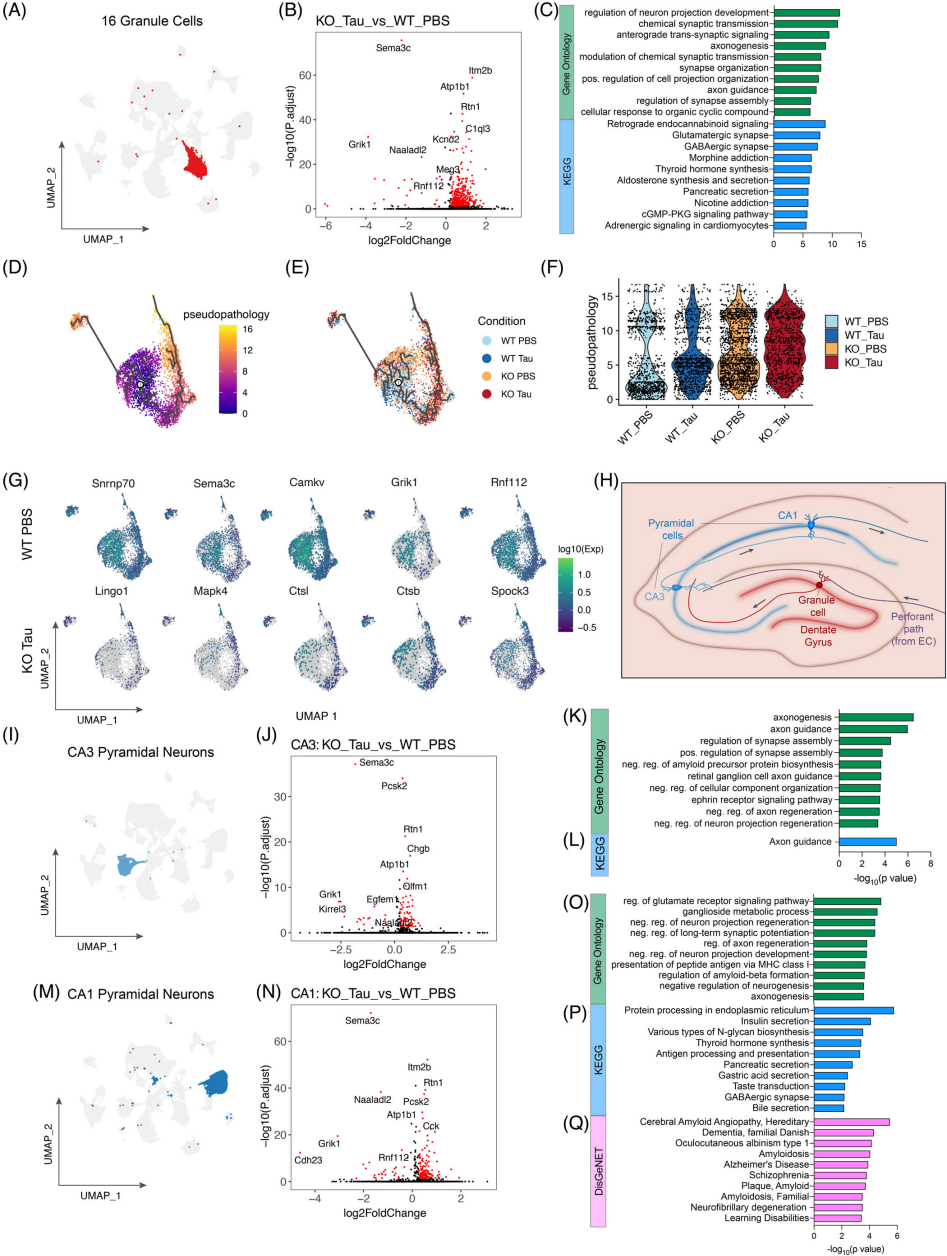
AD tau–injected ACSS2 KO mice exhibit transcriptional dysregulation of hippocampal circuitry. A, Location of GCs on the UMAP projection. B, Volcano plot showing DEGs between PBS‐injected WT mice (WT Ctrl) and tau‐injected ACSS2 KO mice (KO tau; *P*adj < 0.1). C, Top, Top 10 GO terms (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau. Bottom, Top 10 KEGG pathways (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau. D, UMAP projection of the GC cluster colored by pseudopathology score (Monocle3). Starting node (centroid of WT PBS condition) labeled (1). Gray lines delineate the pseudopathology trajectory. E, UMAP projection of the GC cluster colored by condition. Starting node (centroid of WT PBS condition) labeled (1). Gray lines delineate the pseudopathology trajectory. F, Violin plot of individual cells plotted by pseuopathology score. G, Individual genes defining the pseudopathology trajectory mapped by expression across individual cells in the UMAP projection. Top, Genes defining early pathology (higher expression close to the start node). Bottom, Genes defining later pathology (higher expression near termini). H, Diagram of key neuronal populations within the perforant path, and their anatomical location in the dorsal hippocamps. I, Location of pyramidal cells within the CA3 subfield of the hippocampus (CA3) on the UMAP projection. J, Volcano plot showing DEGs between PBS‐injected WT mice (WT Ctrl) and tau‐injected ACSS2 KO mice (KO tau; *P*adj < 0.1). K, Top 10 GO terms (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau. L, Significant KEGG pathways (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau. M, Location of pyramidal cells within the CA1 subfield of the hippocampus (CA1) on the UMAP projection. N, Volcano plot showing DEGs between PBS‐injected WT mice (WT Ctrl) and tau‐injected ACSS2ko mice (KO tau; *P*adj < 0.1). O, Top 10 GO terms (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau. P, Significant KEGG pathways (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau. Q, Top 10 disease terms (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau (DisgeNET). ACSS2, acetyl‐CoA synthetase 2; AD, Alzheimer's disease; DEG, differentially expressed gene; GC, granule cell; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; KO, knockout; PBS, phosphate‐buffered saline; UMAP, Uniform Manifold Approximation and Projection; WT, wild type.

To examine how tau injection and ACSS2 KO impacted transcriptional profiles on a continuous pathological trajectory, we extracted the GC cluster and performed pseudotime (or, in this case, pseudopathology) analysis using Monocle3.^47^, ^61^ We set the root node as the cell closest to the centroid of the WT PBS distribution, assuming this point best represented the least pathological transcriptional state. Compared to the root node, the KO tau cell cluster predominantly shifted right along UMAP 1 (Figure 4E, Figure S5A in supporting information) and this shift was evident on the pseudopathology trajectory, with more KO tau cells at the extremities of the trajectory, and WT tau and KO PBS occupying intermediate states (Figure 4E, F). As in the pairwise comparison, genes enriched early in the pseudopathology trajectory were associated with axonogenesis (*Snrnp70*,^62^ *Sema3e* ^63^, ^64^), as well as enhanced synaptic function (*Camkv*,^65^ *Grik1* ^66^). We also noted early enrichment of RING finger protein 112 (Rnf112), which negatively regulates neuronal inflammation,^67^ and promotes synaptic plasticity.^68^ In contrast, genes that increased along the pseudopathology trajectory and thus in the KO tau GCs included: *Lingo1*, a negative regulator of neurite outgrowth and myelination,^69^ and a putative therapeutic target in AD;^70^ *Mapk4*,^71^ cathepsins (*Ctsl* and *Ctsb*)^72^, and *Spock3* ^73^ (Figure 4G).

In contrast to the relatively balanced chromatin landscape observed in the full snATAC‐seq dataset (Figure 3H), the majority of DARs (93.8%) between WT PBS and KO tau mapped to gene promoters (Figure S5B). Changes in accessibility at these sites was mild, with DARs^74^ primarily occurring at already open promoters, including those of Serinc1, an activity‐dependent lipid carrier,^74^ and Trim44, an enhancer of autophagy^75^ (Figure S5C). This chromatin profile suggests that the impact of KO tau on GCs is driven by the exacerbation of existing transcriptional patterns rather than the gain of disease‐specific promoters and enhancers.

The GCs of the DGs receive inputs from the entorhinal cortex, forming the first hippocampal node of the perforant path.^76^ GCs project onto the PCs of the CA3, which in turn project onto the CA1, forming the trisynaptic circuit (Figure 4H). Given the number of synaptic genes dysregulated in the GCs, we examined the transcriptional profiles of the downstream CA3 and CA1 PCs. Similarly to GCs, CA3 cells (Figure 4I) showed downregulation of *Sema3c* and *Grik1* in the KO tau condition (Figure 4J), and many of the top GO terms^77^ and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways reflected axonogenic and synaptic dysregulation (Figure 4K, L). However, we also noted terms indicative of increased pathology, including negative regulation of amyloid precursor protein (APP) production, and negative regulation of axon regeneration (Figure 4K). Interestingly, the top GO term for genes associated with the non‐diseased state (WT PBS) was activation of protein kinase B, a major neuroprotective pathway, which exerts antiapoptotic effects^78^, ^79^ and axonal regeneration in vitro,^80^ and in models of Parkinson's disease^81^ (Figure S5D). In contrast to GCs, the CA3 PCs show increased DARs at intronic (12.1% and 25.3%) and distal intergenic regions (23.29%), though the small majority remain promoter proximal (27.63%; Figure S5E).

KO tau CA1 PCs (Figure 4M), once again downregulated *Sema3c* and *Grik1* (Figure 4N), but their top 10 GO terms showed increased representation of disease‐related processes compared to the CA3, including negative regulation of neuronal projection regeneration, long‐term potentiation, and neurogenesis, as well as Aβ formation (Figure 4O). The top KEGG pathway (protein processing in the endoplasmic reticulum), also indicated increased stress on the CA1 (Figure 4P). GO terms biased toward the WT PBS state featured terms associated with intact neuronal function (equilibrioception, sensory perception), and mitochondrial function (aerobic electron transport chain; Figure S5F). DAR annotation in these cells was again primarily promoter proximal (Figure S5G). Finally, we examined the disease associations of the upregulated genes,^82^ and found almost exclusive representation of neurodegenerative diseases, including AD and other forms of familial amyloidoses (Figure 4Q), terms that were not significantly enriched (*q* value < 0.1) in KO tau‐biased genes of the GC and CA3 (Figure S5H; no significant DisgeNET terms were uncovered for KO tau‐biased genes in the CA3).

Together, our single‐nuclei multiomic profiling identified ACSS2 as a key regulator of gene expression in the hippocampal perforant path of mice injected with AD tau. Loss of this enzyme resulted in exacerbated transcriptional dysregulation in GCs as well as CA3 and CA1 neurons, with increased ectopic expression of various genes, potentially due to loss of repressors as seen in the bulk RNA‐seq. The observed loss of synaptic genes might contribute to the increased amplitude of learning impairments.

### 3.5 AD tau–injected ACSS2 KO mice exhibit transcriptional dysregulation and depletion of Cajal–Retzius neurons

We next examined how cell populations shifted across tau injection or ACSS2 KO (Figure 5A). We contrasted KO tau cluster populations against WT Ctrl using a linear modeling–based method to test for alterations in cell number. No clusters showed significant increases in KO tau mice (Figure S6A in supporting information). The cell type that showed the only significant degree of loss was a small neuronal population, which we identified as Cajal–Retzius (CR) cells (Figure 5B, right) based on tandem expression of Slc17a7/VGLUT1, an excitatory neuronal marker, and Reelin (*Reln*), a secreted signaling protein critical for neuronal migration and axon guidance,^83^ as well as their small number (Figures 3, 5, cluster 21). CR cells were first identified as a transient neuronal population that governs neuronal migration during embryonic/early post‐natal cortical patterning.^84^ However, a small population persists in adult mice and humans, and the highest numbers are found in the molecular layer of the dentate gyrus,^85^ regions that show the highest degree of tau pathology in our model (Figure 1A). In our identified CR population, in WT mice, tau injection led to a significant decrease in Reln expression (*P*adj < 0.01; Figure 5D), and a significant reduction of CR cells in KO mice (Figure 5B), indicating a particular susceptibility to the double‐hit in this small neuronal population.

**FIGURE 5:**
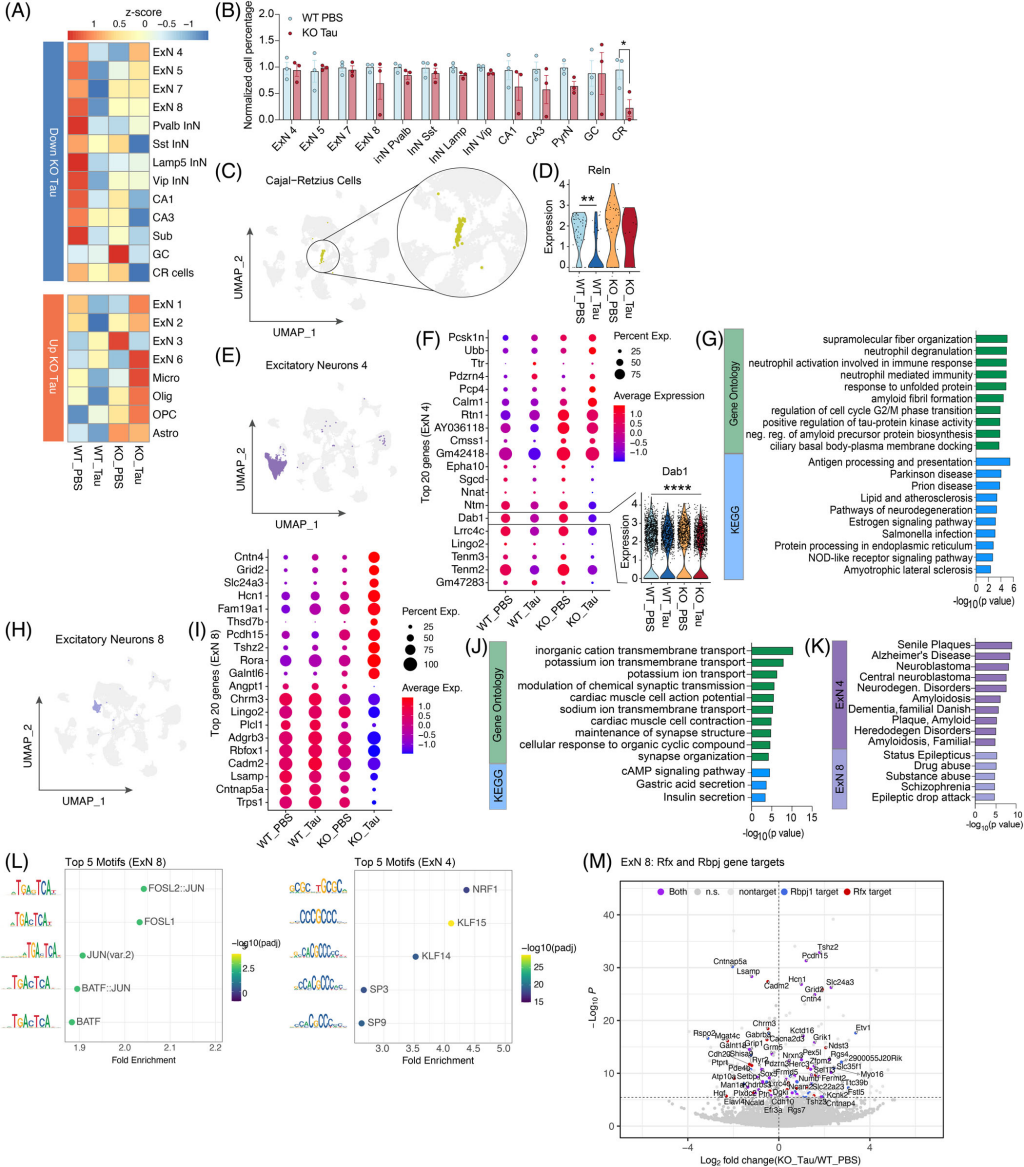
AD tau–injected ACSS2 KO mice exhibit dysregulation in other excitatory neuronal populations. A, Heatmap of cellular abundance across cell types. Clusters 22 to 24, likely dissection artefacts, removed prior to plotting. B, Barplot showing cell types from the top cluster of 5A, with all cell abundances normalized to WT PBS condition. Significance determined propeller (*n* = 3 per condition). C, Location of CR cells on the UMAP projection. D, Violin plot showing Reelin (Reln) expression in CR cells across all four conditions. E, Location of excitatory neuron 4 (ExN4) cluster on the UMAP projection. F, Dotplot of top 10 upregulated and downregulated genes between WT PBS and KO tau condition in the ExN4 cluster. Inset, Violin plot showing Dab1 expression in ExN4 across all four conditions. G, Top, Top 10 GO terms (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau. Bottom, Top 10 KEGG pathways (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau. H, Location of excitatory neuron 8 (ExN8) cluster on the UMAP projection. I, Dotplot of top 10 upregulated and downregulated genes between WT PBS and KO tau condition in the ExN8 cluster. J, top, All significant GO terms (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau. Bottom, All significant KEGG pathways (*q* value < 0.1) for DEGs (*P*adj < 0.1) upregulated in KO tau. K, top, Top 10 disease terms (*q* value < 0.1) in ExN4. Bottom, All significant disease terms in ExN8 for DEGs (*P*adj < 0.1) upregulated in KO tau (DisgeNET). L, Motif analysis of differentially accessible regions (DARs) in ExN8 (left) and ExN4 (right). M, Volcano plot showing DEGs in ExN8 between PBS‐injected WT mice (WT Ctrl) and tau‐injected ACSS2 KO mice (KO tau; *P*adj < 0.1). Significant Rfx targets shown in red, Rbpj1 in blue, and genes targeted by both in purple. ACSS2, acetyl‐CoA synthetase 2; AD, Alzheimer's disease; CR, Cajal–Retzius; Dab1, Disabled‐1; DEG, differentially expressed gene; GO, Gene Ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; KO, knockout; PBS, phosphate‐buffered saline; UMAP, Uniform Manifold Approximation and Projection; WT, wild type.

Disabled‐1 (Dab1) is the major intercellular mediator of Reln signaling in target cells, and is downregulated in certain cell populations in AD.^86^ We therefore examined all cell clusters for reductions in Dab1 expression levels, and identified a subpopulation of excitatory neurons (ExN4, identified by high expression of Hs3st4 and Cdh18 [Figure S3C]) as having significantly downregulated Dab1 (*P*adj < 3.42 × 10^−7^) expression in KO tau mice compared to WT controls (Figure 5E,F). In contrast, genes upregulated with KO tau in these ExN4 neurons fit into GO terms associated with inflammation, endoplasmic reticulum stress, and Aβ response, and multiple neurogenerative KEGG pathways (Figure 5G). GO terms associated with axonogenesis predominated in the WT PBS condition for this cluster (Figure S6B), and, as in the GO categories associated with CA3 PCs, the top KEGG pathway was protein kinase B (PKB) activation (Figure S6C).

We then investigated another excitatory neuronal cluster (ExN8) with the highest amount of dysregulation specific to the KO tau condition (Figure 5H). This cluster is identified by high expression of *Zfp804b* and Ntng1 (Figure S3c). Similar to the bulk RNA‐seq data, this population showed a drastic expansion of dysregulated genes only upon combined ACSS2 loss and tau exposure (Figures 3E and 5I, Figure S3H). KO tau–biased genes indicated a hyperexcitable phenotype, with ontologies and pathways associated with elevated glutaminergic synaptic transmission (Figure 5J). Increased neuronal excitability is characteristic of early neurodegeneration,^87^ and increased synaptic activity has been recorded in murine neurons proximal to Aβ deposits^88^ and with overexpression of pathological human tau variants.^89^, ^90^ Once again, PKB activation emerged as the top GO category in this cluster (Figure S6D), indicating a shared mechanism across excitatory cell types.

DisgeNET analysis of upregulated genes in each excitatory neuronal cluster underlined these observations, with KO tau–biased genes in ExN4 mapping to neurodegenerative diseases, and those in ExN8 to seizure disorders^91^ (Figure 5K). Motif analysis under differentially accessible snATAC‐seq peaks between WT PBS and KO tau in each cluster further corroborated these results, with ExN8 showing enrichment in AP‐1 motifs, including the activity‐dependent transcription factors FOSL1 and JUN,^92^ and ExN4 KLF‐ and SP‐family motifs, which are involved in the oxidative stress response in neurons,^93^ and NRF1, which regulates multiple aspects of the unfolded protein response^94^ (Figure 5L).

In contrast to the bulk analyses (Figure 2E–J), we observed no downregulation of Rfx family members (Rfx3/5/7) and Rbpj1, likely due to low transcript abundance, and no motif enrichment within DARs in any of the single‐nuclei clusters. Nevertheless, Rfx and Rbpj1 target genes (FDR < 1.0 × 10^−10^) were strongly dysregulated in several cell types including the hippocampal perforant pathway (CA1, CA3, and GC) as well as in ExN2 and ExN8, key excitatory neuronal populations that were most impacted in the double‐hit KO tau mice. In these nuclei, Rfx and Rbpj1 target genes showed significant overlaps (FDR < 1.0 × 10^−10^) with DEGs from the WT PBS versus KO tau comparison (Figure S6E). For both TF families, we observed the most significant overlaps with DEGs in ExN8 (Figure S6F) and in GC (Figure S6G). In ExN8, shared targets of Rfx and Rbpj1 were among the most significantly dysregulated genes (Figure 5M) including *Ncam2*, a target of AD‐related synaptic loss.^95^ Similarly, Rfx and Rbpj1 target genes showed marked dysregulation in GCs (Figure S6H). An analysis of Rfx and Rbpj motifs across all snATAC‐seq DARs showed tau‐induced gains in bulk H3K27ac signal at the nearest annotated gene; these gains were largely exacerbated in the KO mouse (Figure S6I). Strikingly, we found no overlap between Rfx and Rbpj1 targets and DEGs in inhibitory neurons and glia (Figure S6E), emphasizing the important role of these transcriptional regulators specifically in cell types most affected by the double‐hit of tau seeding and ACSS2 loss.

Together, the multiomic profiling provided converging evidence for a robust impact on multiple excitatory neuronal cell clusters of ACSS2 loss and AD tau seeding, emphasizing a potential key role of ACSS2 in this hippocampal cell type in tauopathy, orchestrating a cascade of direct and indirect downstream chromatin and transcriptional changes. In addition, overall, we found that KO tau mice exhibit a profound transcriptional dysregulation of distinct excitatory neuronal populations in the hippocampus. This included a loss of Reln signaling and a significant reduction in the number of Reln‐expressing CR cells. The loss of this developmentally important cell type has been documented in models of AD,^85^ and our findings strongly corroborate their potential key role in tauopathy, and exacerbation by loss of ACSS2.

### 3.6 Acetate‐enriched diet ameliorates AD tau–induced molecular changes and memory deficits dependent on ACSS2

Our results underline a potentially key role of metabolic–epigenetic interactions, given the exacerbation of memory deficits in the mouse AD tau by ACSS2 KO. We therefore reasoned that increasing the levels of   acetate, the substrate of ACSS2, might have beneficial effects in our tauopathy model. Acetate supplementation in primary hippocampal neurons drives genes of learning and memory and promotes cognitive function in a developmental mouse model,^96^ enhances spatial learning in WT mice,^97^ and acetate gavage can promote memory in the 5xFAD mouse.^25^ To investigate and define mechanisms of acetate supplementation in modulation of gene function for learning and memory in normal mice, we first determined whether exogenous acetate is directly incorporated into hippocampal histone acetylation, using heavy labeled acetate. Mice were injected with d3‐acetate intraperitoneally (i.p.), and heavy labeling of acetylated histones was measured at different time points using stable isotope labeling MS. We observed a rapid, transient (peak labeling at 30 minutes), and dose‐dependent deposition of acetate on hippocampal histones (Figure 6A, B). Importantly, heavy label incorporation was nearly completely dependent on ACSS2, demonstrated by absence of heavy label incorporation into hippocampal histones in ACSS2 KO mice (Figure 6C). Hence, exogenous acetate can be directly incorporated into histone acetylation, and this requires ACSS2.

**FIGURE 6:**
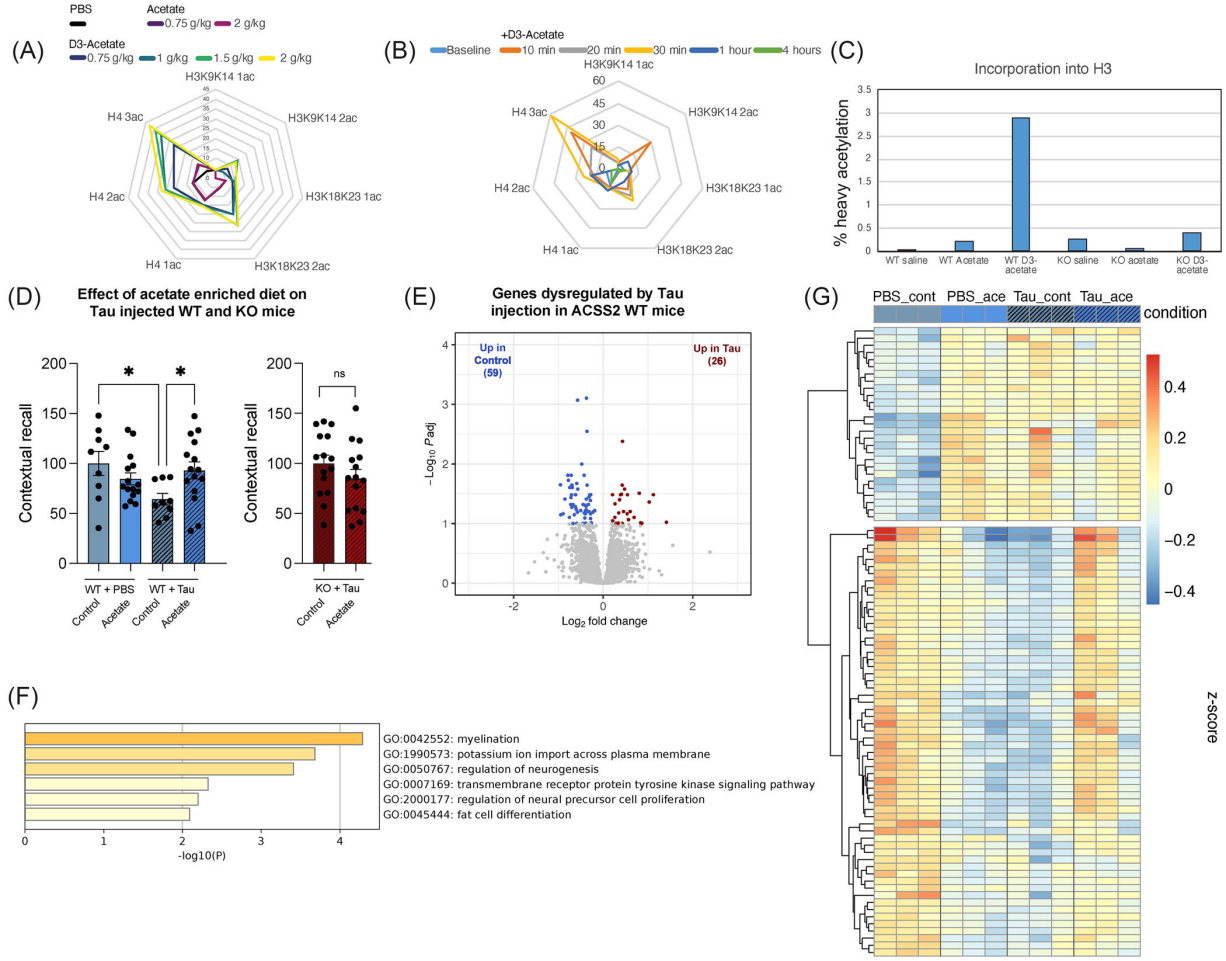
Acetate‐enriched diet ameliorates AD tau–induced molecular changes and memory deficits. A, Dose‐dependent heavy labeling of mouse hippocampal histone acetylation after d3‐acetate injection (*n* = 3). B, Temporal dynamics of heavy labeling of mouse hippocampal histone acetylation after d3‐acetate injection (*n* = 3). C, Heavy labeling of histone acetylation in WT but not ACSS2 KO mice after d3‐acetate injection. D, Dietary supplementation of acetate increases freezing behavior during recall of contextual fear memories in WT mice (Student *t*‐test, *t*_22_ = 2.397, *P* = 0.0254), but not ACSS2 KO mice (WT PBS *n* = 9; WT PBS+Ac *n* = 14; WT Tau *n* = 9; WT Tau+Ac *n* = 15; KO PBS *n* = 15; KO PBS+Ac *n* = 15). E, Volcano plot showing genes differentially regulated in tau‐injected WT mice compared to PBS controls (*n* = 3 per condition; *P*adj < 0.1). F, GO analysis of genes downregulated in tau‐injected WT mice. G, Heatmap of top 87 differentially regulated genes in tau‐injected WT mice compared to PBS controls, showing partial rescue of downregulated transcripts with acetate supplementation. ACSS2, acetyl‐CoA synthetase 2; AD, Alzheimer's disease; GO, Gene Ontology; KO, knockout; PBS, phosphate‐buffered saline; WT, wild type.

We then investigated whether supplying exogenous acetate can reverse learning and memory impairments in the context of AD tau injection. WT mice were injected with 1 µg AD tau in the dorsal hippocampus and underwent FC 6 months post‐injection. We found that acute exposure to acetate (1.5 g/kg i.p. prior to acquisition) did not rescue decreased freezing in this model (Figure S7A in supporting information); thus, we hypothesized that chronic administration of acetate might be required to reverse long‐lasting effects of AD tau seeding. To achieve chronic acetate administration, we maintained mice on a special diet enriched in acetate 5% (w/w) continuously through 6 months after AD tau injection. As previously reported,^98^ mice administered an acetate diet had slightly reduced body weight compared to controls maintained on a calorically equivalent diet (Student *t* test, *t*_46_ = 2.236, *P* = 0.0302; Figure S7B,C); however, there was no apparent sickness, or measured anxiety, or impairment of general locomotion in open field testing (Figure S7D, E). Chronic acetate supplementation did not alter freezing behavior in mice that were not AD tau injected (Student *t* test, *t*_22_ = 1.276, *P* = 0.2153; Figure 6D, left). However, in AD tau–injected mice, the acetate diet improved contextual recall, evidenced by nearly 50% increased freezing behavior (Student *t* test, *t*_22_ = 2.397, *P* = 0.0254; Figure 6D, middle). Notably, the acetate‐ enriched diet did not improve recall in ACSS2 KO mice, indicating that ACSS2 is required this effect required ACSS2 as amelioration was observed in WT tau–injected mice, whereas the acetate‐enriched diet did not improve recall of fear‐associated contextual cues in ACSS2 KO mice (Student *t* test, *t*_28_ = 1.238, *P* = 0.2261; Figure 6D, right).

Finally, we examined the transcriptional landscape underlying the acetate‐mediated alleviation of tau‐related deficits. WT mice were seeded with 1 µg AD tau and maintained for 6 months on an acetate‐rich or control diet. Control mice were sham injected with PBS. We performed bulk RNA‐seq on the dorsal hippocampus of representative animals from each group (*n* = 3), selecting the side where AD tau had been seeded 6 months prior. 

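Bulk RNA-seq counted messenger RNA from the dorsal hippocampus of 12 mice, 3 in each of 4 groups. The groups were sham-injected with PBS or seeded with 1 µg AD tau, tau extracted from human Alzheimer's disease brain, and were then kept for 6 months on control chow or on chow with 5% acetate by weight. The authors aligned the reads to GRCm38 with STAR, counted those on the exons of each gene on the reverse strand with HTSeq, and deposited the raw counts of 24985 genes per mouse without normalization. Between 12983233 and 20218340 reads per mouse were counted on genes. The median was 14926296 in PBS-injected mice on the control diet, 15635801 in PBS-injected mice on the acetate diet, 13909361 in tau-injected mice on the control diet and 16499034 in tau-injected mice on the acetate diet. From these counts, the 14742 genes that passed edgeR's filter on low counts were normalized by TMM and fitted with edgeR's quasi-likelihood model over all 12 mice, so that the groups shared 1 estimate of the spread between mice. TMM factors lay between 0.99 and 1.01. The typical spread between mice of a group was small, with a common biological coefficient of variation of 7.25%. Genes were called at a Benjamini-Hochberg adjusted p below 0.1, the threshold of Fig. 6E. The paper's methods name DESeq2's Wald test, and its text does not say which mice entered that fit, so DESeq2 was run on all 12 mice and on the compared mice alone. Replicates of each group differed by more than counting noise, with no pair close enough to be 1 library counted again. The mice are male in the paper's methods, whereas Xist, the RNA of the inactive X chromosome, was counted in all 12 libraries and 8 genes of the Y chromosome had 0 counts in total.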

Consistent with previous results (Figure 2A), we found that tau injection led to a modest number of DEGs in mice fed standard chow (Figure 6E). 

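On the control diet, 2 of 14742 genes were lower in tau-injected than in PBS-injected mice and 0 were higher at an adjusted p below 0.1 by edgeR's quasi-likelihood test. Before adjustment, 714 genes were lower and 709 higher at p below 0.05. DESeq2's Wald test on all 12 mice called 59 genes lower and 27 higher at the same threshold, and the alternative that moved the counts most, DESeq2 on the 6 compared mice alone, called 119 lower and 51 higher. The 3 tau-injected mice did not overlap the 3 PBS-injected mice in 13.5% of genes, against 10% by chance. Scd1, which encodes a fatty acid desaturase, lies on chromosome 19 of GRCm38 from 44394455 to 44407879. Its normalized count was 160 ± 9.31 CPM (SD, n = 3) in tau-injected mice and 207 ± 9.70 CPM (SD, n = 3) in PBS-injected mice. The log2 fold change of Scd1 was -0.37 (standard error 0.06, adjusted p = 0.0879 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fbxo32, which encodes a ubiquitin ligase subunit and lies on chromosome 15 from 58175879 to 58214932, had 28.5 ± 4.55 CPM (SD, n = 3) in tau-injected mice. In PBS-injected mice Fbxo32 had 42.3 ± 1.12 CPM (SD, n = 3), a log2 fold change of -0.57 (standard error 0.10, adjusted p = 0.0879 from the same test). In both genes all 3 tau-injected mice lay below all 3 PBS-injected mice (exact two-sided permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Groups without overlap were a condition for naming a gene, so this p adds no support. With each of the 12 mice left out in turn, the log2 fold change stayed between -0.41 and -0.33 for Scd1 and between -0.69 and -0.45 for Fbxo32. The adjusted p of Scd1 was below the threshold in 3 of these 12 fits, without PBS-injected acetate mouse 3, tau-injected acetate mouse 1 or tau-injected acetate mouse 3, and lay between 0.0414 and 0.438 over all 12. For Fbxo32 it was below the threshold in these 3 fits and without tau-injected control mouse 1, and lay between 0.0295 and 0.438. The number of genes called lower was 15 without tau-injected acetate mouse 3, 7 without tau-injected acetate mouse 1, 6 without PBS-injected control mouse 1, 3 without PBS-injected acetate mouse 3, 1 without tau-injected control mouse 1 and 0 without each of the others.

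**Figure D1:**
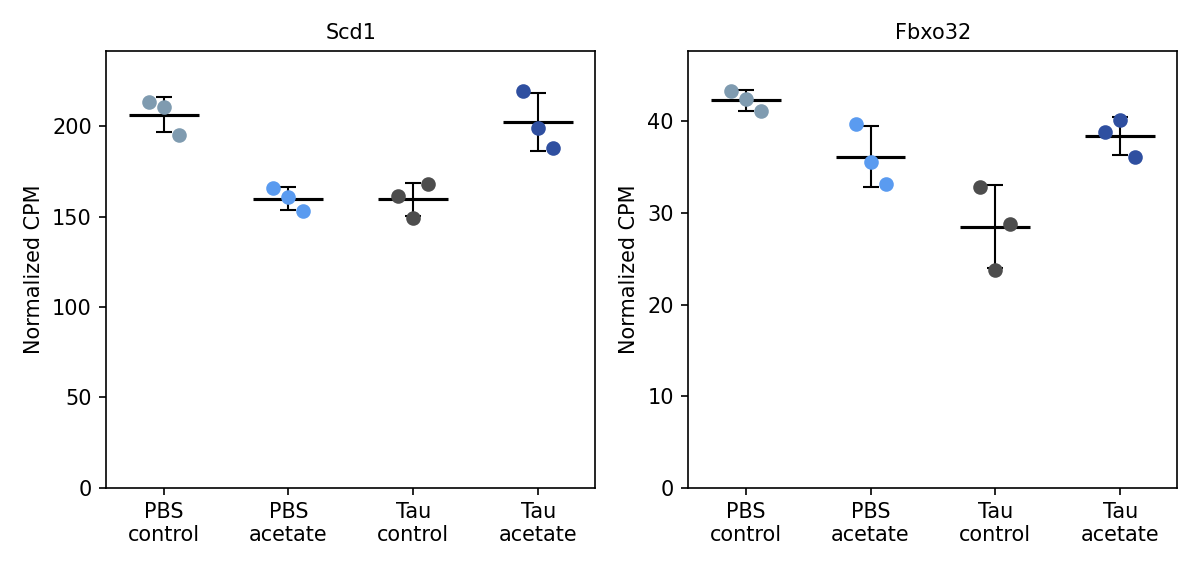
Normalized CPM (TMM) of Scd1 and Fbxo32 in each of the 12 mice, by injection and diet. Points are mice, horizontal lines group means and bars SD (n = 3). On the control diet, tau-injected mice averaged 160 CPM for Scd1 and 28.5 CPM for Fbxo32, below the PBS-injected means of 207 and 42.3 CPM.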

We noted the GO terms for genes reduced by tau injection included neurogenesis and myelination (Figure 6F), impairments of which are features of human AD.^99^, ^100^ Strikingly, of the 56 genes downregulated by tau injection, all showed recovery with acetate supplementation (Figure 6G, bottom), providing strong evidence that acetate supplementation can enhance long‐term memory and facilitate neuronal resilience and recovery, manifested in improved gene expression profile.

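In place of the GO terms, gene lists written before the data were examined were compared between tau-injected and PBS-injected mice on the control diet. All 22 genes of a myelin list were lower in tau-injected mice, with a median log2 fold change of -0.60 (camera with a preset correlation of 0.01, adjusted p = 3.5e-29 over 4 lists). With fry, which takes the correlation between the genes into account, the adjusted p of the myelin list was 0.0601. None of its genes passed the threshold over all genes tested, and 22 did when adjusted over the list alone. The largest change was in Gjb1, a gap junction gene on chromosome X from 101376378 to 101385629, at -0.79 (standard error 0.18, edgeR adjusted p = 0.265). The mean myelin score was lower in each tau-injected mouse than in each PBS-injected mouse (exact two-sided permutation test, p = 0.1, the smallest possible). A neurogenesis list of 9 tested genes had a median of -0.17 (camera adjusted p = 0.332) and a potassium import list of 16 genes a median of 0.02 (camera adjusted p = 0.914). Neither list stood out from the other genes by camera. Between the groups of mice, the scores of these lists gave p = 0.5 and 0.4 (exact two-sided permutation test).
Because 2 genes passed the threshold, the list of tau-lowered genes was the 56 with the smallest p among genes lower in tau-injected mice, by a rule set beforehand. Their adjusted p reached 0.296, and 37 of them were among the 59 called by DESeq2. In tau-injected mice, 52 of the 56 genes (92.9%) were higher on the acetate diet than on the control diet, with a median log2 fold change of 0.30. In single mice on the acetate diet, 96.4%, 96.4% and 78.6% of the 56 genes lay above the mean of the control diet. Of the 59 genes called by DESeq2, 56 were higher with acetate, with a median log2 fold change of 0.36. The list was chosen on the same tau-injected control mice that serve as the baseline. Simulated data sets, 50 for each setting, estimated the share that this choice alone produces. The setting with a tau effect took each gene's fitted change as true, noise included, which understates the part of selection. Its lists followed the same rule, so they held all genes called where at least 10 passed, and not always 56. With the tau effect and no effect of acetate, a median of 73.8% of the list was higher with acetate (central range from 71.3% to 77.8%), and the median log2 fold change was 0.07 to 0.10. With no effect of tau or acetate, a median of 94.6% was higher (central range from 87.9% to 99.6%), and the median log2 fold change was 0.15 to 0.24. The observed share lay above the range of the first setting and inside that of the second. For the reasons given, lying above the first range does not place the share beyond selection. When the list was chosen without 1 of the tau-injected control mice and that mouse was the baseline, 70.4%, 83.0% and 53.6% of genes were higher with acetate for mice 1, 2 and 3. The acetate-diet mice entered the choice of the list through the shared filter and estimate of the spread, and not through the change it was ranked on. Between the acetate-diet groups, 50 of the 56 genes were higher in tau-injected than in PBS-injected mice on the acetate diet, with a median log2 fold change of 0.19 (mean score of the list, exact two-sided permutation test, p = 0.1). Of the 59 genes called by DESeq2, 56 were higher in this comparison, with a median of 0.30. The mean scores of those 59 genes overlapped between the groups (exact two-sided permutation test, p = 0.2). In PBS-injected mice, 55 of the 56 genes were lower on the acetate diet than on the control diet, with a median log2 fold change of -0.37. The list was chosen for high values in these same PBS-injected control mice, so its choice favours this direction, and the simulated medians were -0.21 to -0.14 with no effect and -0.09 to -0.06 with a tau effect alone. The paper reasons from the recovery of the genes reduced by tau injection that acetate supplementation can aid long-term memory and the recovery of neurons. For memory it also reports direct evidence, more freezing on the acetate diet in tau-injected mice, which these counts do not address.

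**Figure D2:**
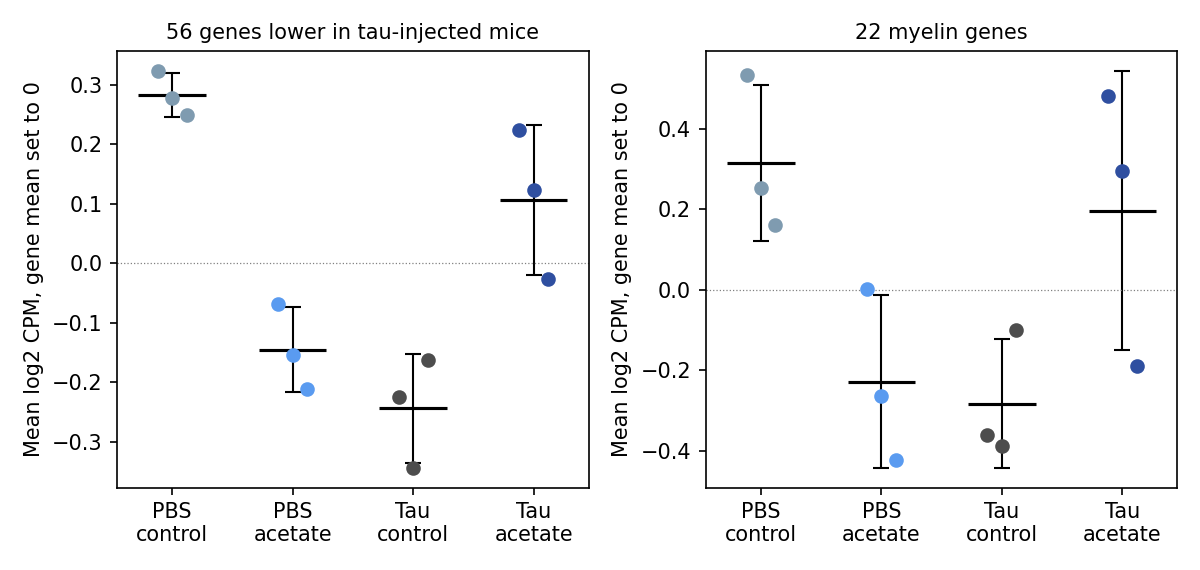
Mean log2 CPM, with each gene's mean over the 12 mice set to 0, of the 56 tau-lowered genes (left) and of the 22 myelin genes (right) in each mouse. Points are mice, horizontal lines group means and bars SD (n = 3). For the 56 genes the group means were 0.28 in PBS control, -0.15 in PBS acetate, -0.24 in tau control and 0.11 in tau acetate mice.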

Together, these data indicate that boosting ACSS2‐dependent histone acetylation by dietary supplementation of acetate rescues long‐term memory in a mouse model of tauopathy via altered histone acetylation and gene expression, while exhibiting no discernible side effects.

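The effect of the acetate diet on single genes was first compared within tau-injected mice. Of the genes tested, 3 were lower and 6 higher on the acetate diet at an edgeR adjusted p below 0.1, and DESeq2 on all 12 mice called 106 lower and 69 higher, with 5 genes called by both. The smallest p belonged to Myoc, a gene on chromosome 1 from 162639155 to 162649693, with 25.1 ± 1.30 CPM (SD, n = 3) with acetate and 14.6 ± 0.865 CPM (SD, n = 3) without. Its log2 fold change was 0.78 (standard error 0.10, edgeR adjusted p = 0.00244), between 0.76 and 0.83 with each mouse left out in turn, and the call held in all 12 such fits. Car14 (log2 fold change 0.83), Plin4 (1.33), Dr1 (-0.37) and Luzp2 (-0.30) came next. Their calls were lost without tau-injected control mouse 2, tau-injected control mouse 3 or tau-injected acetate mouse 1, and those of Dr1 and Luzp2 also without PBS-injected acetate mouse 1 or 2. DESeq2 gave no adjusted p for Myoc, Car14 and Plin4. The count of 9 genes was 66 without tau-injected acetate mouse 3, 27 without tau-injected acetate mouse 2, 22 without tau-injected control mouse 1, 14 without PBS-injected control mouse 1, 3 without PBS-injected acetate mouse 1 or 2, 2 without tau-injected acetate mouse 1 and 1 without tau-injected control mouse 2 or 3. On the acetate diet, 7 genes were lower and 13 higher in tau-injected than in PBS-injected mice. The 5 with the smallest p were Ftx (log2 fold change -0.44), Myoc (0.53), Rbm25 (-0.26), Cnmd (2.54) and Il6st (0.31), and Cnmd was low in both groups, at 0.292 and 1.79 CPM. None of the 20 calls of this comparison remained without any 1 of the 3 PBS-injected acetate mice, where edgeR called 0 genes. The count was 93 without tau-injected acetate mouse 2, 56 without tau-injected acetate mouse 3, 12 without tau-injected control mouse 1 or 2, 11 without tau-injected acetate mouse 1 and 7 without tau-injected control mouse 3.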

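In PBS-injected mice, 715 genes were lower and 588 higher on the acetate diet, 1303 in all, and DESeq2 called 1371, of which 1187 were called by both. The 3 mice on each diet did not overlap in 1234 of the 1303 genes, and in 26.3% of all genes tested, against 10% by chance. Bhlhe40, on chromosome 6 from 108660629 to 108666925, rose from 90.3 ± 3.96 to 137 ± 13.3 CPM (SD, n = 3 each), a log2 fold change of 0.61 (standard error 0.08, edgeR adjusted p = 0.00448). Kcnh3, Mylk, Ccdc88c and Per1 followed, with log2 fold changes of 0.42, -0.81, 0.60 and 0.58, and these 5 genes passed with each mouse left out in turn. The count of 1303 rested on single mice and was 15 without PBS-injected acetate mouse 2, 248 without PBS-injected control mouse 3, 315 without PBS-injected acetate mouse 1 and 727 without PBS-injected control mouse 1. The difference between the 2 diet effects was tested as an interaction, and 230 genes passed, 66 with a lower and 164 with a higher response to acetate in tau-injected mice. Scd1 had the smallest p, with an interaction of 0.71 (standard error 0.09, edgeR adjusted p = 0.0024), followed by Tppp3 (1.28), Rarres2 (1.70), Prkcq (1.28) and Dbndd2 (0.56), and these genes passed with each mouse left out in turn. The number of genes with an interaction ranged from 8 without PBS-injected acetate mouse 2 to 442 without tau-injected acetate mouse 3. It was 144 and 102 without PBS-injected control mice 1 and 2, 127 without PBS-injected acetate mouse 1, 113 and 47 without tau-injected control mice 1 and 2, and 22 without tau-injected acetate mouse 1.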

## 4 DISCUSSION

We establish ACSS2 as a novel modulator of tau‐related phenotypes in a human tau seeding mouse model. We report that loss of ACSS2 exacerbates memory impairments in this model, and further impacts transcriptional and epigenetic dysregulation without worsening tau pathology (Figure 1). Multiomic characterization of the underlying chromatin and gene expression changes using single‐nuclei approaches identified populations of excitatory neurons, including those along the perforant path and CR cells, as critical hippocampal cell populations affected by AD tau seeding (Figure 4). We find that loss of ACSS2 in the context of AD tau results in complex cellular and genomic alterations in these neurons, including ectopic upregulation of gene expression programs leading to loss of cell identity and increased disease risk. Further, we find that dietary supplementation of acetate, the substrate of ACSS2, rescues memory (Figure 6). This effect is mediated by ACSS2‐dependent incorporation of acetate directly into hippocampal histone acetylation, which induces gene expression programs that facilitate learning (Figure 6).

Tau seeding has been primarily used to study mechanisms that govern the assembly of tau into filamentous inclusions, as well as the spreading of tau pathology across brain regions and differences between distinct conformers.^29^, ^55^ Notably, here we show that the molecular responses to AD tau injection reflect some of the molecular characteristics of human AD (Figure 2 and Figure S2). Specifically, histone acetylation and transcriptional changes induced by AD tau injection mirror those previously reported in the brain of AD patients.^8^, ^9^ Genes associated with the top AD tau–induced H3K27ac peaks show a striking enrichment in genes dysregulated in human AD;^101^, ^102^ several DEGs are linked to disease risk, neuronal death, and memory loss.^103^ Importantly, these findings support AD tau injection as an informative mouse model of tauopathy that, in addition to tau pathology, also recapitulates the epigenetic and transcriptional changes reflective of the brain of human AD patients. Nevertheless, other key components of human AD (such as amyloid deposition, innate immune activation, blood–brain barrier dysfunction, chronic glial reactivity, and others) are not captured by this model, and the biochemical properties, post‐translational modifications, and conformational states of exogenous tau may differ substantially from those in sporadic AD brains. Thus, future work using additional mouse models capturing a broader spectrum of AD pathophysiology will be critically important to corroborate our findings.

One advantage of this model is that AD tau seeding can be done in any genetically engineered mouse lines enabling broad testing of combinatorial effects on AD phenotypes. By injecting AD tau into ACSS2 KO mice, we show that ACSS2 regulates tau‐induced epigenetic and gene expression changes separately from hippocampal tau pathology. This is important as previous and current therapeutic approaches focusing on tau filaments and amyloid plaque formation have proven largely unsuccessful, necessitating the identification and targeting of alternative disease mechanisms. Interestingly, upregulation of ACSS2 ameliorates tau pathology in other models of tauopathy.^104^ While some of our findings, particularly the higher number of DEGs in bulk RNA‐seq, point to potential synergy between ACSS2 loss and tau pathology, it remains unclear whether our double‐hit model captures a true mechanistic interaction or the sum of two parallel hits. Thus, a systematic pathological, molecular, and behavioral comparison of tau seeding and other widely used AD models in the context of ACSS2 KO is warranted to guide future efforts focusing on distinct aspects of the disease.

Despite the emergence of histone acetylation as a key epigenetic mechanism contributing to AD, developing therapeutic approaches targeting this pathway has proven challenging due to lack of specificity and toxic side effects. Our results underscore ACSS2 as a key molecular target for future therapy development. Upregulation of ACSS2 and acetate gavage have been shown to improve learning and memory for the Morris water maze in an APP mouse model.^25^ Upregulation of ACSS2 alone ameliorates not only long‐term memory, but also tau pathology in PS19 mice.^104^ Here we show that dietary supplementation of acetate ameliorates memory impairments in an AD tau–injected mouse—an effect that is dependent on ACSS2‐mediated histone acetylation in the hippocampus. Consistent with a key role for ACSS2, inhibition of ACSS2 by genetic deletion severely exacerbates learning deficits in mice injected with AD tau. Importantly, these manipulations had no effect on short‐term memory, anxiety‐like behavior, or general locomotion, and thus hold promise for increased specificity and lower toxicity in a clinical setting. Further, dietary supplementation of acetate is entirely non‐invasive and would likely pose limited compliance issues during chronic administration.

Our multiomic approach identifies potential new mechanisms underlying tauopathy. Previously, we showed that ACSS2 maintains nuclear pools of acetyl‐CoA in the hippocampus, thus fueling histone acetylation and gene expression required for memory formation.^21^ Here, we find that the loss of this key neuroprotective enzyme leads to the worsening of both molecular and behavioral phenotypes. Reduced acetyl‐CoA and histone acetylation might thus be key mechanisms of disease etiology, and similar epigenetic changes have been observed in human patients.^8^, ^9^ Further, we identify the loss of transcriptional repressor RFX3 as a novel potential disease mechanism. We find that RFX3 expression is decreased in our mouse model, which may enable the aberrant expression of target genes that are silenced in the healthy brain. The increased expression of RFX3 target genes is likely driven by a transcriptional activator(s), as we found enrichment of RFX3 motifs in loci that gained H3K27 acetylation (hence likely became more accessible) in KO tau mice. Within our snRNA‐seq, we identified enrichments of differentially regulated RFX targets in several neuronal populations, most notably GCs and a subset of ExN8. Future identification of relevant transcriptional activators is of great interest. While the precise transcriptional regulation remains to be elucidated, including further characterization of Rfx3 binding across disease states, the ectopic expression of RFX3 target genes unrelated to neuronal function could be a key early molecular step leading to impaired plasticity and cognition.

Our snRNA‐seq and ATAC‐seq data highlight key hippocampal circuits and neuronal populations that are particularly susceptible to the double hit of tau seeding and ACSS2 loss. In particular, ExN8 along the perforant path—including GCs and PCs of the CA3 and CA1 subfields—showed some of the largest alterations in transcription, chromatin accessibility, and cell number in the double‐hit condition. Synaptic genes were the most consistently altered group of genes across all three clusters, with Sema3c, a secreted axon guidance factor,^105^ and Grik1, an ionotropic glutamate receptor,^106^ showing uniformly large downregulation in the KO tau condition. Loss of synaptic function along the perforant path is a hallmark of AD and is correlated with cognitive impairment.^107^ Of the three clusters within the perforant path, GCs exhibited the largest dysregulation in transcription and chromatin accessibility. This level of dysregulation could be related to the proximity of GCs to phosphorylated tau aggregates in the dentate gyrus. However, the identities of these dysregulated genes were primarily synaptic, and reflected few changes directly associated with neurodegenerative processes. While the CA3 and CA1 subfields exhibited less intense tau accumulation, the genes upregulated in the KO tau condition strongly associated with neurodegenerative profiles. In addition, while GCs showed no significant decrease in cell number in the double‐hit condition, both CA3 and CA1 exhibited significant losses, preceded by smaller reductions in the WT tau condition alone. These findings suggest that ACSS2 plays an important neuroprotective role in the hippocampus, loss of which exacerbates epigenome erosion and transcriptional dysregulation, resulting in cell identity loss of key hippocampal populations and more severe cognitive impairments.

The increased transcriptional dysregulation in critical neuronal populations distal to the site of the most intense tau aggregation may be driven by loss of homeostatic signaling pathways. We observed strong concordance in reduction of PKB activation‐related pathways across multiple affected cell types (CA3, ExN4, and ExN8), agreeing with reports that PKB activation enhances axonal integrity and neuronal survival in neurodegenerative models.^79^, ^80^ We also found that CR cells, a small subpopulation of hippocampal excitatory neurons, exhibited the largest degree of loss in the double‐hit KO tau condition. CR cells are glutamatergic neurons in the cortex and hippocampus and are primarily studied in the context of brain development, although they are linked to learning and memory in adult animals.^108^, ^109^ Notably, CR cells are a major source of Reln, which regulates axon guidance and synaptic plasticity in the developing and adult brain.^110^ Reln signaling is heavily disrupted in AD,^86^ and reduced in both *post mortem* human AD brains and in mouse models. Loss of this pathway reduces synaptic structure and glial ensheathment,^111^ and leads to increased accumulation of pathological phospho‐tau and Aβ aggregates.^112^, ^113^, ^114^ Further, loss of CR cells at various developmental time points occurs in a transgenic mouse model of AD.^85^, ^115^ Intriguingly, the number of CR cells shows remarkable plasticity and increases upon environmental enrichment,^116^ which has beneficial effects on cognition. Whether dietary supplementation of acetate exerts its therapeutic effects by acting on CR cells will be an important area for future investigation.

Together, our findings establish AD tau injection as a mouse model of tauopathy that partially reflects molecular changes observed in human patients. We show that epigenetic and transcriptional dysregulation is exacerbated after ACSS2 KO independent from tau pathology, and we identify key neuronal populations as contributors to the molecular re‐configuration of the tau‐seeded hippocampus. Further, genetic deletion of ACSS2 significantly worsens long‐term memory in the context of tau injection. This finding underscores an important neuroprotective role of ACSS2‐mediated histone acetylation in the hippocampus. Indeed, dietary supplementation of acetate, the substrate of ACSS2, rescues learning and memory in an ACSS2‐dependent manner. Overall, this work establishes ACSS2 and related epigenetic and transcriptional dysregulation and resulting cell identity loss as a novel potential mechanism of impaired cognition in a mouse model of tauopathy, with the potential to inform the development of future therapies.

## CONFLICT OF INTEREST STATEMENT

Shelley Berger is the cofounder of EpiVario, Inc. All other authors declare that they have no competing interests. Author disclosures are available in the supporting information.

## CONSENT STATEMENT

Consent for data obtained in this manuscript was not necessary, as no human subjects were involved.

## Supporting information

Supporting Information

Supporting Information

Supporting Information

## Data Availability

All bulk RNA‐seq, ChIP‐seq, snRNA‐seq, and scATAC‐seq data are available at GEO superseries GSE294261. Custom scripts and pipelines are available upon request.

# Supplementary material for: Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy
**Source:** Alzheimers Dement. 2026 Feb 13;22(2):e70998. doi: 10.1002/alz.70998
**Supplement:** Supplementary file 1 — Supporting Information

# ICMJE DISCLOSURE FORM

**Date:** 10/6/2025

**Your Name:** Gabor Egervari

**Manuscript Title:** Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

## ICMJE DISCLOSURE FORM

**Date:** 10/6/2025

**Your Name:** Desi Alexander

**Manuscript Title:** Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an “X” next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/9/2025

**Your Name:** Hua Huang

**Manuscript Title:** Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [\[Click or tap here to enter text.\]](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an “X” next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/9/2025

**Your Name:** Greg Donahue

**Manuscript Title:** Multitomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an “X” next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/9/2025

**Your Name:** Connor Hogan

**Manuscript Title:** Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 10/9/2025

**Your Name:** Mariel Mendoza

**Manuscript Title:** Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [Click or tap here to enter text.](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/9/2025

**Your Name:** Hong Xu

**Manuscript Title:** Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 10/9/2025

**Your Name:** Virginia Lee

**Manuscript Title:** Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

# ICMJE DISCLOSURE FORM

**Date:** 10/9/2025

**Your Name:** Ben Garcia

**Manuscript Title:** Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [\[Click or tap here to enter text.\]](#)

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/9/2025

**Your Name:** Nancy Bonini

**Manuscript Title:** Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an "X" next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# ICMJE DISCLOSURE FORM

**Date:** 10/6/2025

**Your Name:** Shelley Berger

**Manuscript Title:** Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy

**Manuscript Number (if known):** [Click or tap here to enter text.]

In the interest of transparency, we ask you to disclose all relationships/activities/interests listed below that are related to the content of your manuscript. "Related" means any relation with for-profit or not-for-profit third parties whose interests may be affected by the content of the manuscript. Disclosure represents a commitment to transparency and does not necessarily indicate a bias. If you are in doubt about whether to list a relationship/activity/interest, it is preferable that you do so.

The author's relationships/activities/interests should be defined broadly. For example, if your manuscript pertains to the epidemiology of hypertension, you should declare all relationships with manufacturers of antihypertensive medication, even if that medication is not mentioned in the manuscript.

In item #1 below, report all support for the work reported in this manuscript without time limit. For all other items, the time frame for disclosure is the past 36 months.

**Please place an “X” next to the following statement to indicate your agreement:**

☒ I certify that I have answered every question and have not altered the wording of any of the questions on this form.

# Supplementary material for: Multiomic single nuclei profiling the mouse hippocampus reveals that ACSS2 confers neuronal resilience to tauopathy
**Source:** Alzheimers Dement. 2026 Feb 13;22(2):e70998. doi: 10.1002/alz.70998
**Supplement:** Supplementary file 2 — Supporting Information

Extended Data Fig 1. Neither AD-Tau injection nor ACSS2 KO impacts baseline behavior.

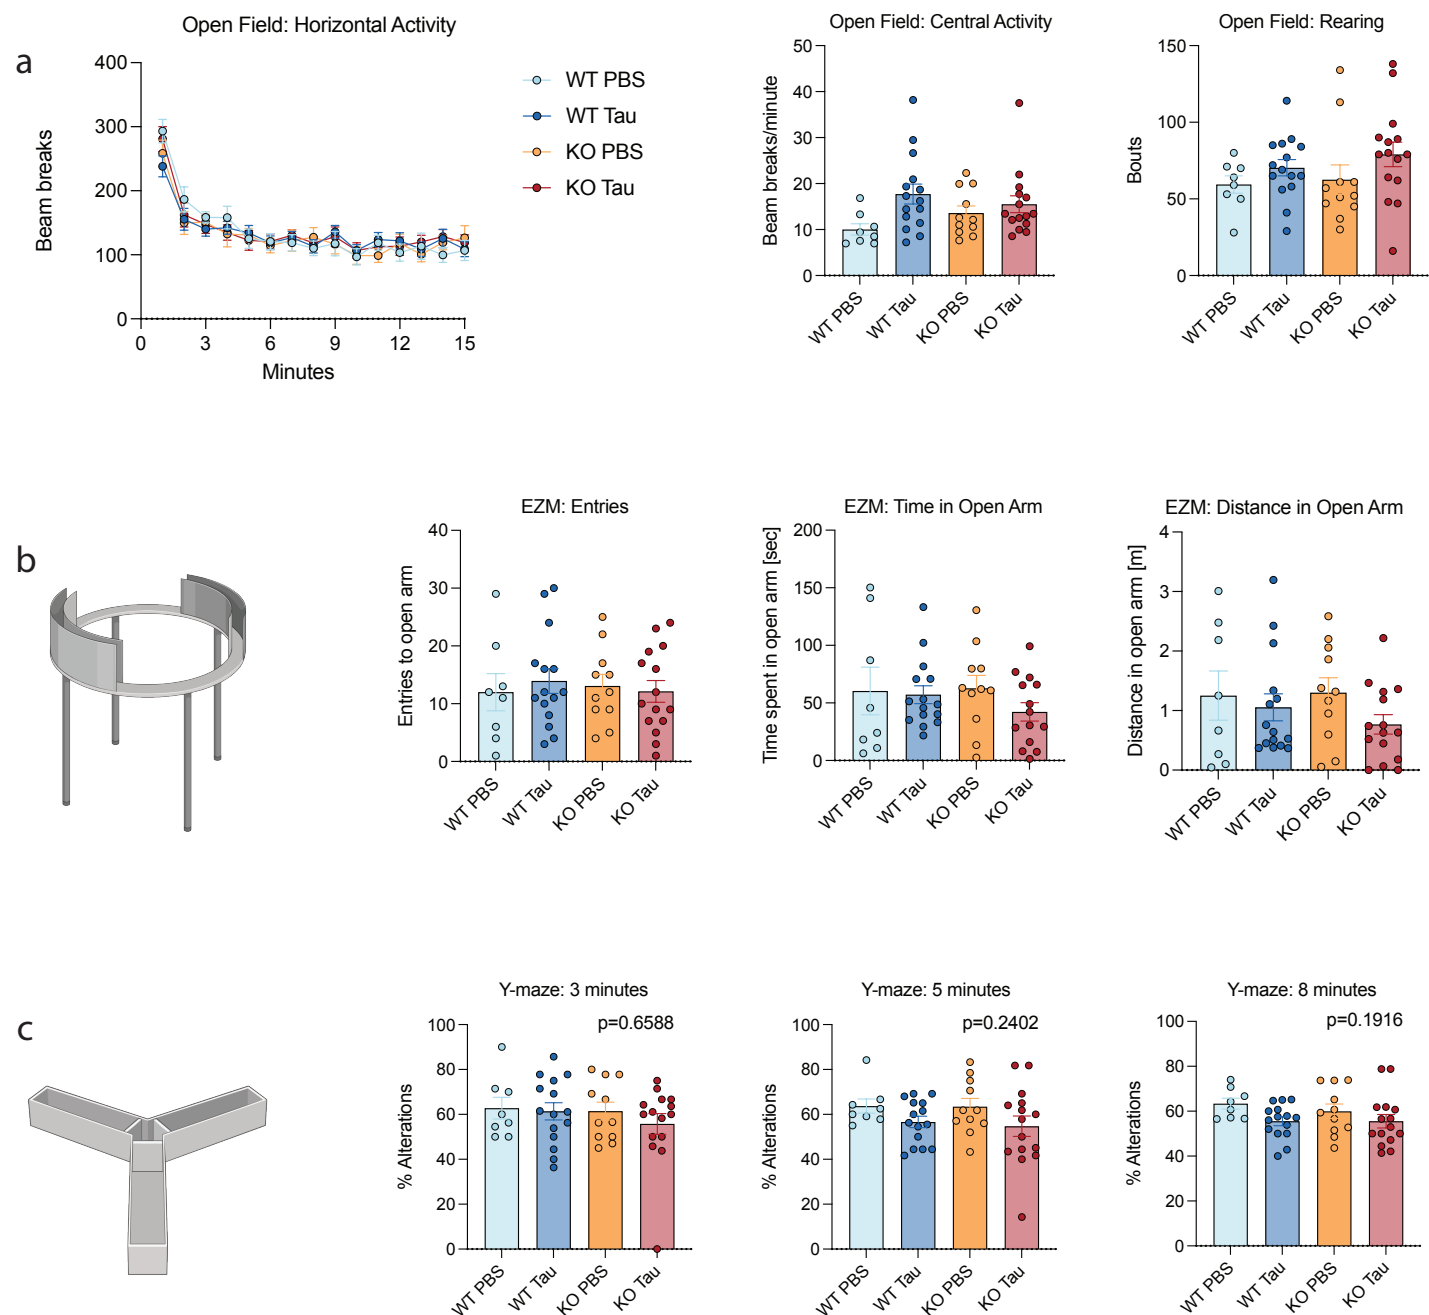

Supplemental Figure 1. Neither AD-Tau injection nor ACSS2 KO impacts baseline behavior.

**A.** Open field (OF) parameters across Tau-injected WT (WT-Tau) and ACSS2 KO (KO Tau) mice and PBS controls (WT PBS and KO PBS). (left) total movement in the open field over the 15 minute assay period. (center) activity in the center of the arena. (right) Bouts of rearing behavior over the 15 minute assay period. (WT PBS: n=8; WT Tau: n= 14; KO PBS: n=11; KO Tau: n=14). Bar plots represent mean  $\pm$  SEM, with individual points representing single animals. **B.** Measured Elevated Zero Maze (EZM) parameters across Tau-injected WT (WT-Tau) and ACSS2 KO (KO Tau) mice and PBS controls (WT PBS and KO PBS). (absolute left) Schematic of the elevated zero maze.(left) Entries made to open arm over the 5 minute assay period. (center) Time (in seconds) spent in open arms of the arena. (right) Distance traversed (meters [m]) in open arms of the arena. **C.** Percent alternations in Y-maze assay binned by (left) first 3 minutes; (center) first 5 minutes; (right) total 8 minute assay period.

Extended Data Fig 2. AD-Tau injection in mouse hippocampus recapitulates human AD epigenetic changes.

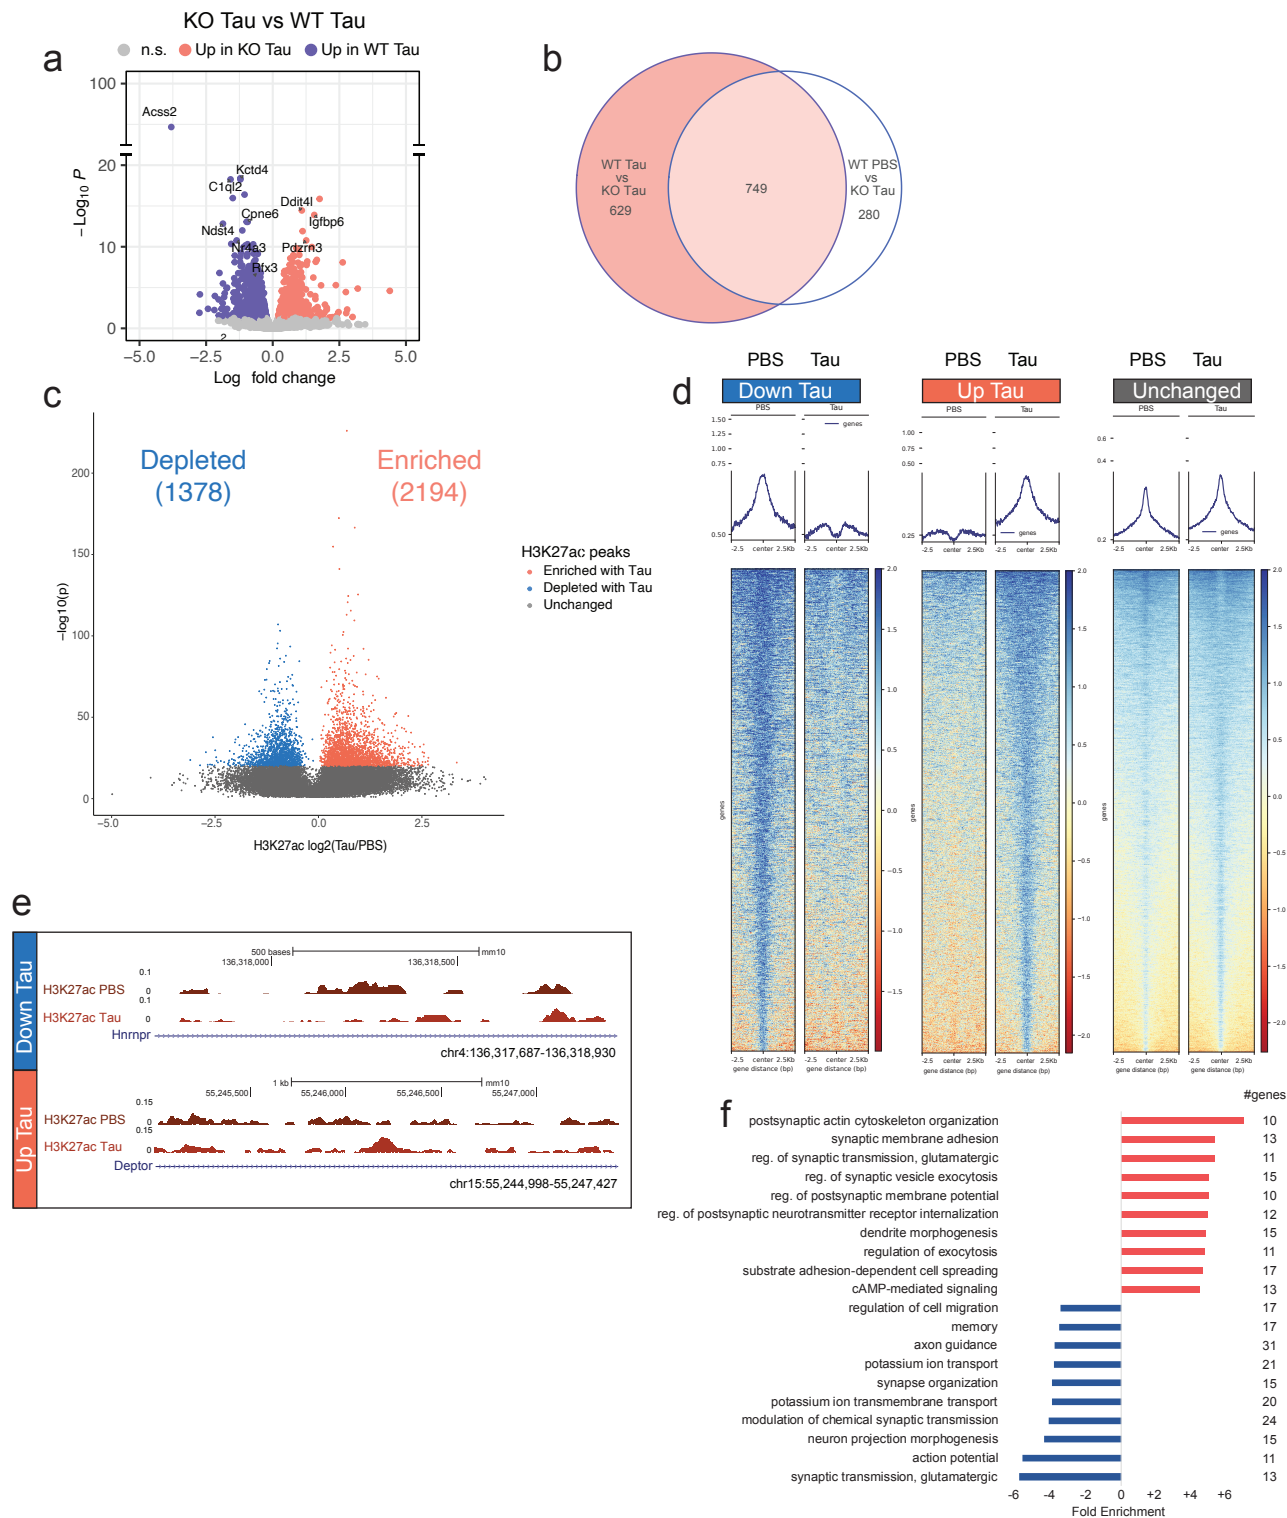

Supplemental Figure 2. AD-Tau injection in mouse hippocampus recapitulates AD-related epigenetic changes.

**A.** A volcano plot contrasting the hippocampal transcriptome of Tau-injected ACSS2 KO vs WT mice via RNAseq. **B.** Venn Diagram showing overlap of DEGs between WT PBS vs KO Tau and WT Tau vs KO Tau (hypergeometric test:  $p = 0$ ). **C.** A volcano plot contrasting H3K27ac peaks in Tau-injected and PBS control. Dots represent peaks filtered to the most significant peak per gene (scored by THOR - adjusted  $p < 1E-20$  and  $\log_2(\text{Tau}/\text{PBS}) > 0$ ) (Tau:  $N = 2,194$ ; PBS:  $N=1378$ ; Unchanged:  $N=16,226$ ). **D.** Heatmaps showing 5kb windows around all H3K27ac peaks in Tau or PBS, separated by Tau-specific, PBS-specific, or Common ( $N = 15,481$  PBS-specific,  $8,856$  Tau-specific, and  $27,540$  common peaks). **E.** Overlapping H3K27ac enrichment at the *Hnnpnr* and *Depror* loci in the hippocampus of AD-Tau injected mice vs PBS controls (top) **F.** Gene Ontology analysis of H3K27ac peaks induced by AD-Tau injection in mouse hippocampus.

# Extended Data Fig 3. Single nuclei profiling of gene expression and chromatin accessibility of AD-Tau-injected ACSS2 KO mice

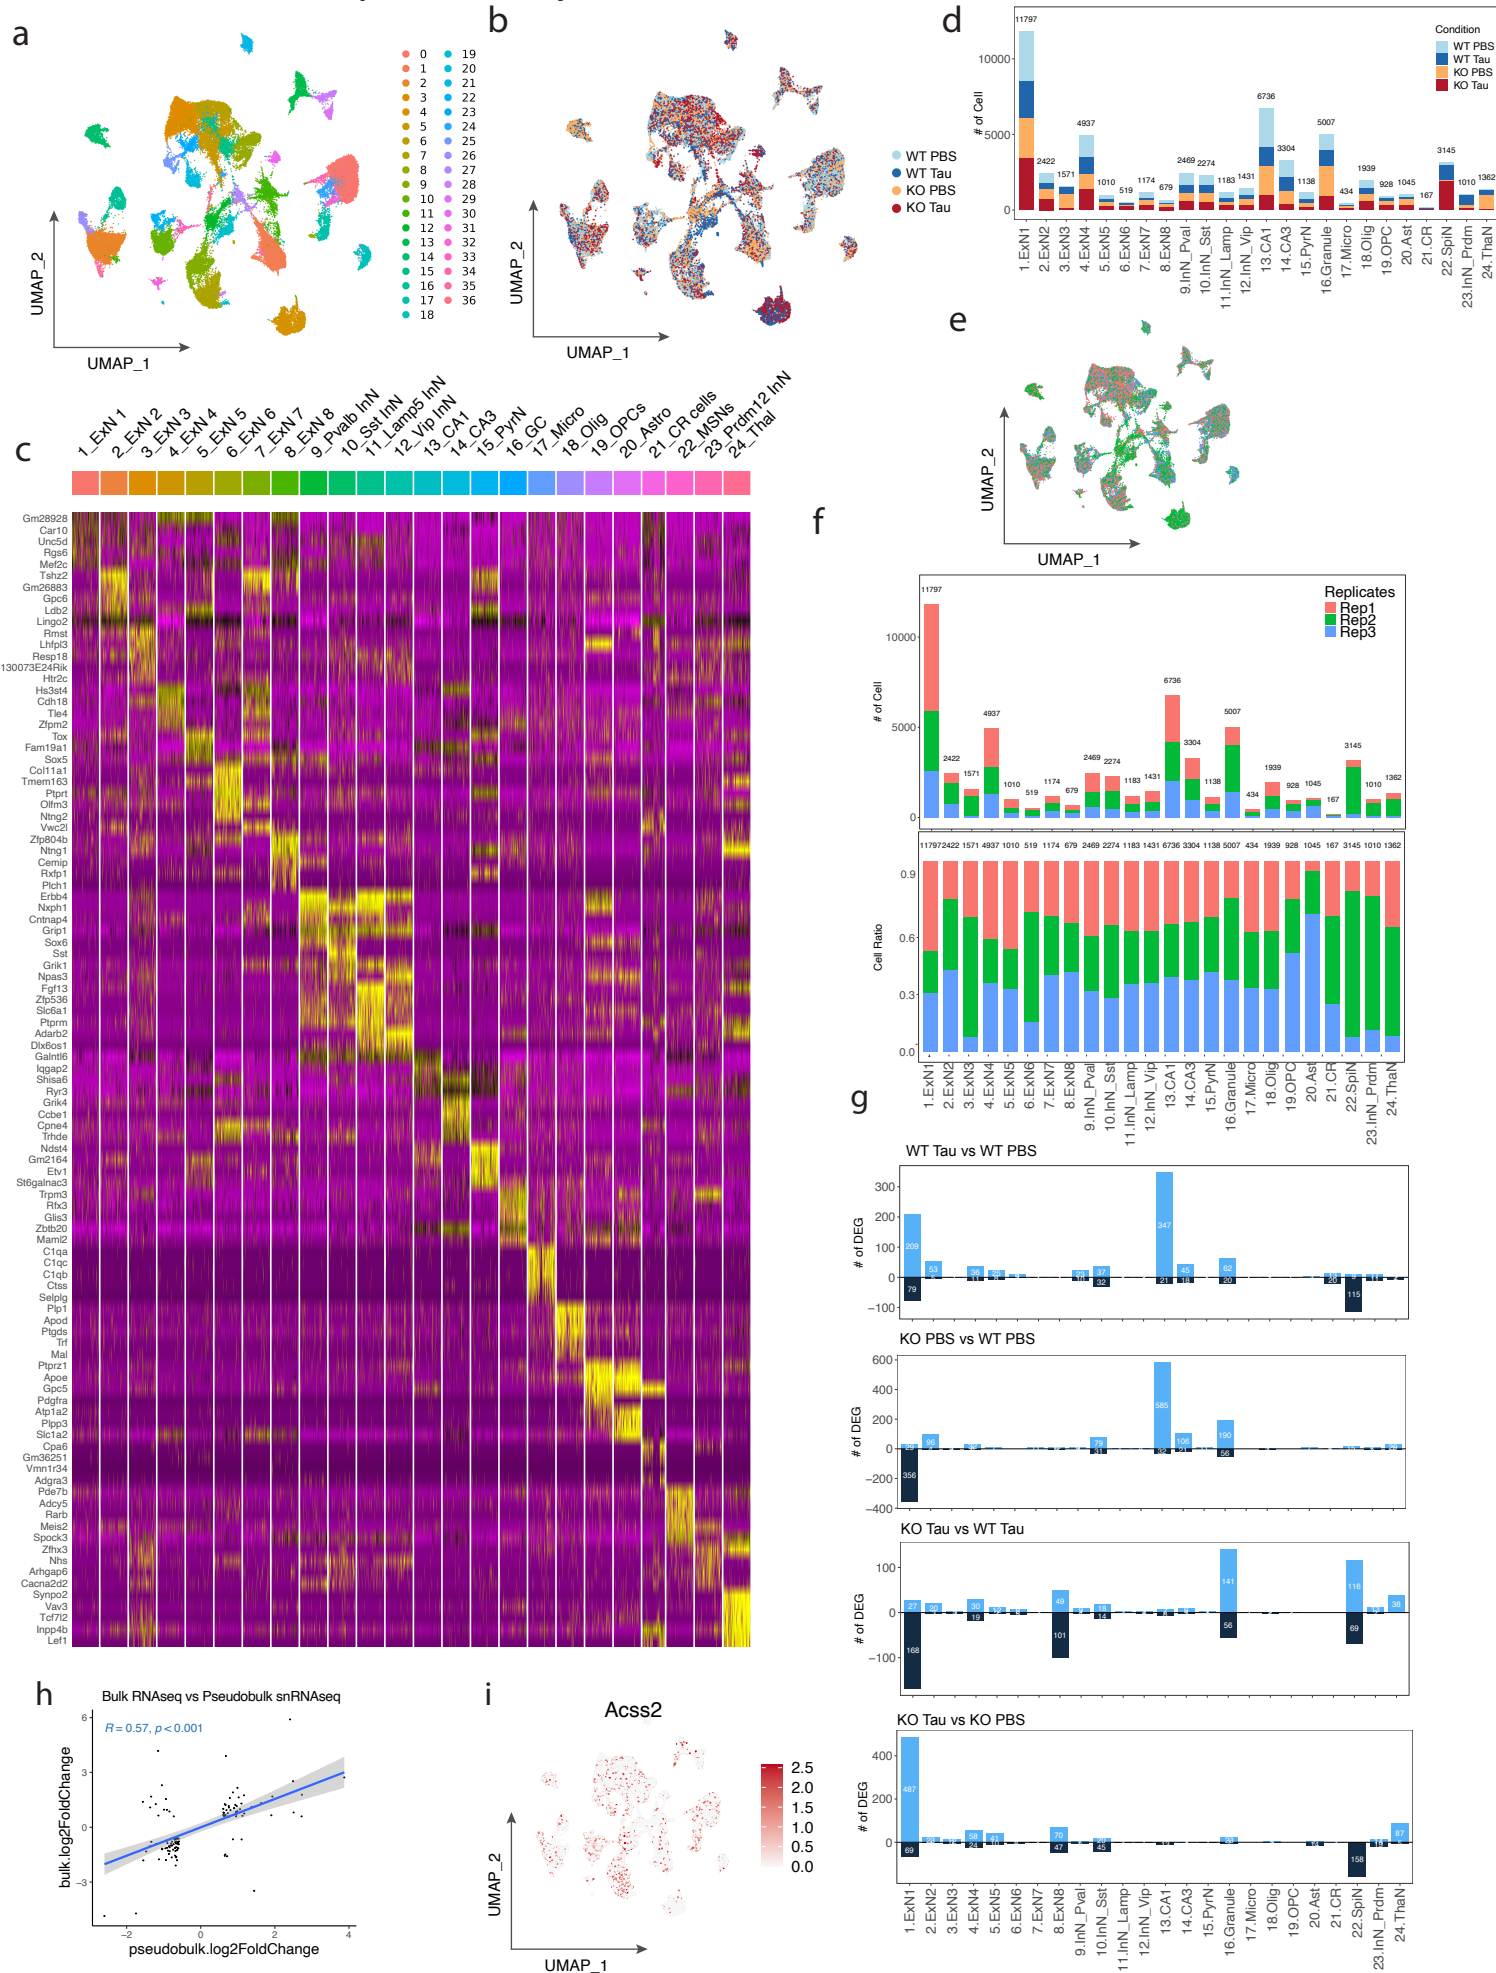

Supplemental Figure 3. Single nuclei profiling of gene expression and chromatin accessibility of AD-Tau-injected ACSS2 KO mice

**A.** UMAP embedding of the snRNAseq dataset, featuring all 36 clusters originally determined by Seurat. **B.** UMAP embedding of the snRNAseq dataset, colored by condition. **C.** Heatmap of the top 5 genes per final annotated cluster. **D.** Cluster-specific ratios in cell number across conditions (genotype, injection). Column sizes scaled to number of cells in each cluster. Total number of cells per cluster indicated above each column. **E.** UMAP embedding of the snRNAseq dataset, colored by replicate. **F.** Cluster-specific ratios in cell numbers between replicates. Column sizes scaled to number of cells in each cluster (left) and as normalized cell ratio (right). Total number of cells per cluster indicated above each column. **G.** Differentially expressed genes across all clusters for remaining contrasts. **H.** Scatterplot comparing log2FoldChange in bulk RNA-seq vs pseudobulk snRNA-seq using genes significant in both ( $\text{abs(FC)} > 1.5$  &  $\text{pvalue} < 0.05$ , total  $N=117$ ). **I.** UMAP embedding of snRNAseq dataset, showing Acss2 transcript levels within single cells.

Extended Data Fig 4. Single nuclei profiling of gene expression and chromatin accessibility of AD-Tau-injected ACSS2 KO mice

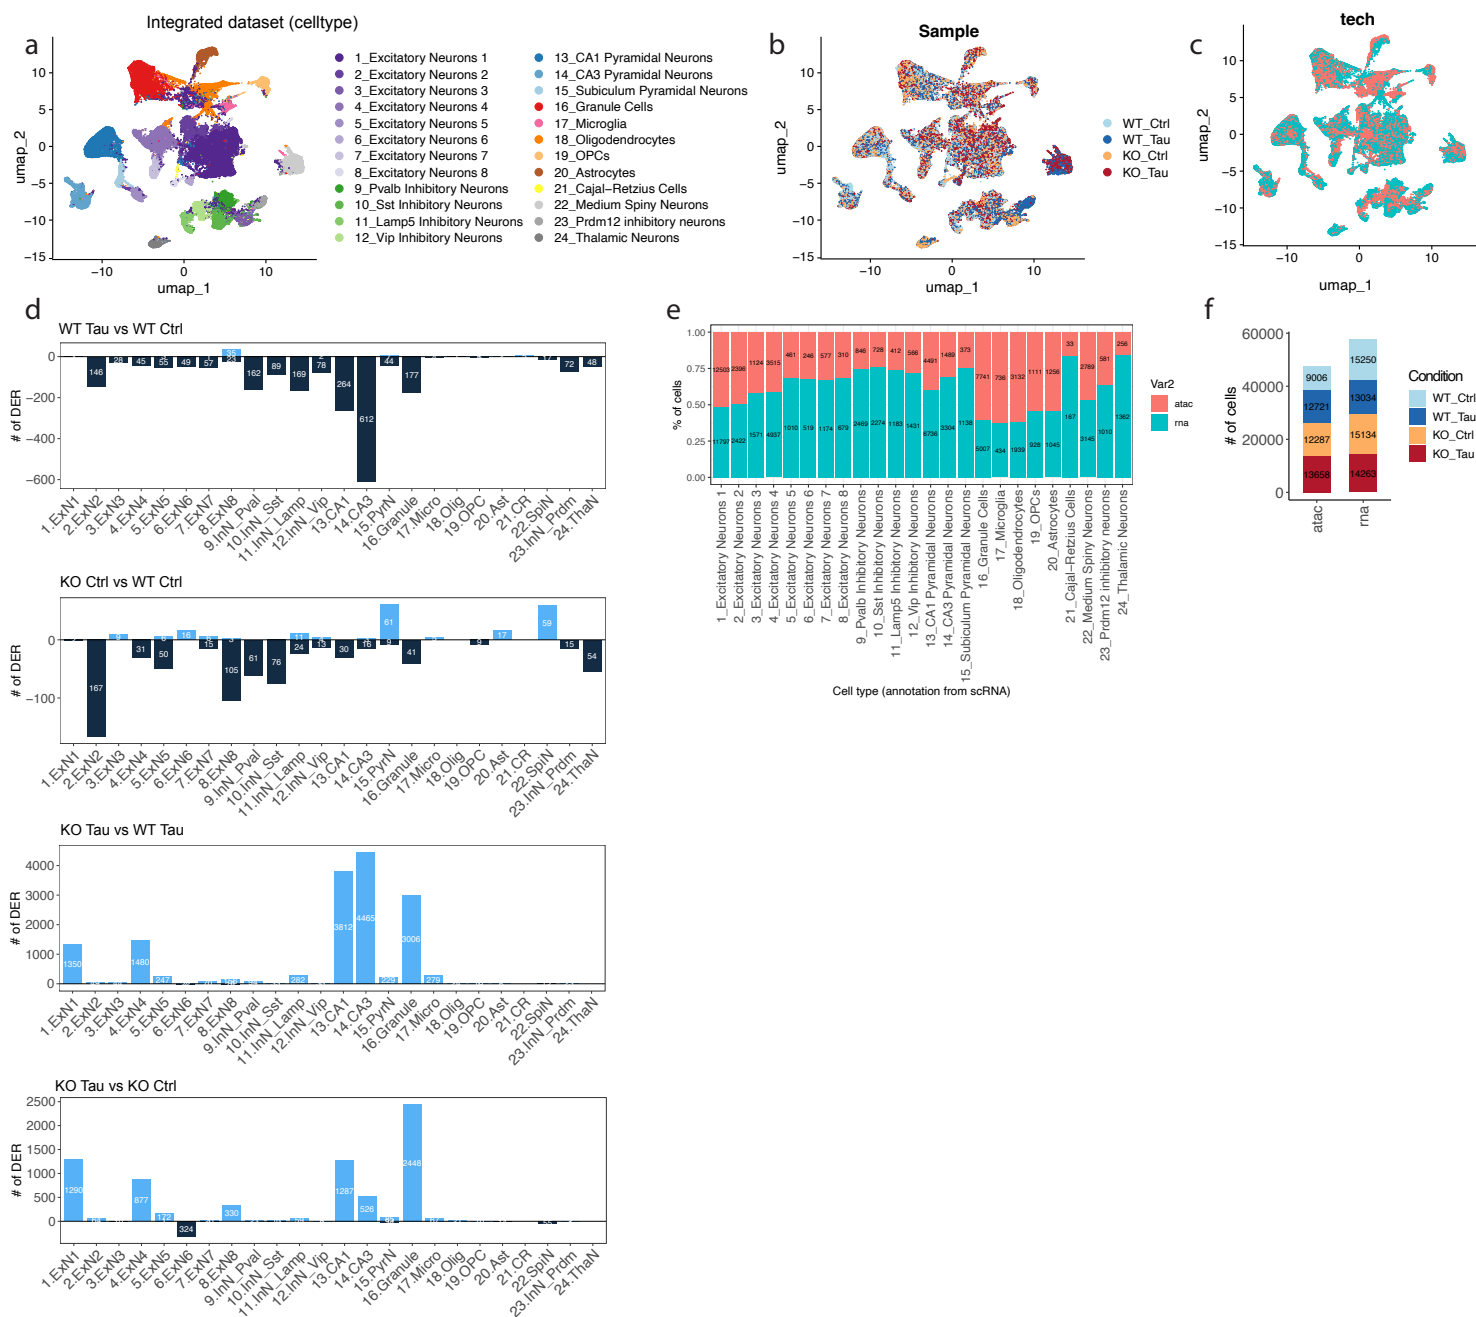

Supplemental Figure 4. Single nuclei profiling of gene expression and chromatin accessibility of AD-Tau-injected ACSS2 KO mice

A. UMAP of integrated 10x multiome dataset, including scRNA and ATACseq, colored by all annotated clusters. B. Data from A, colored by condition. C. Data from A, colored by technical source of cells (ATAC or RNA). D. Differentially accessible regions across all clusters for remaining contrasts. E. Barplot showing percentages of cells called by either method within each annotated cluster. F. Barplot showing percentage of cells recovered across all four conditions by method.

Extended Data Fig 5.  
AD-Tau-injected ACSS2 KO mice exhibit transcriptional dysregulation of hippocampal circuitry

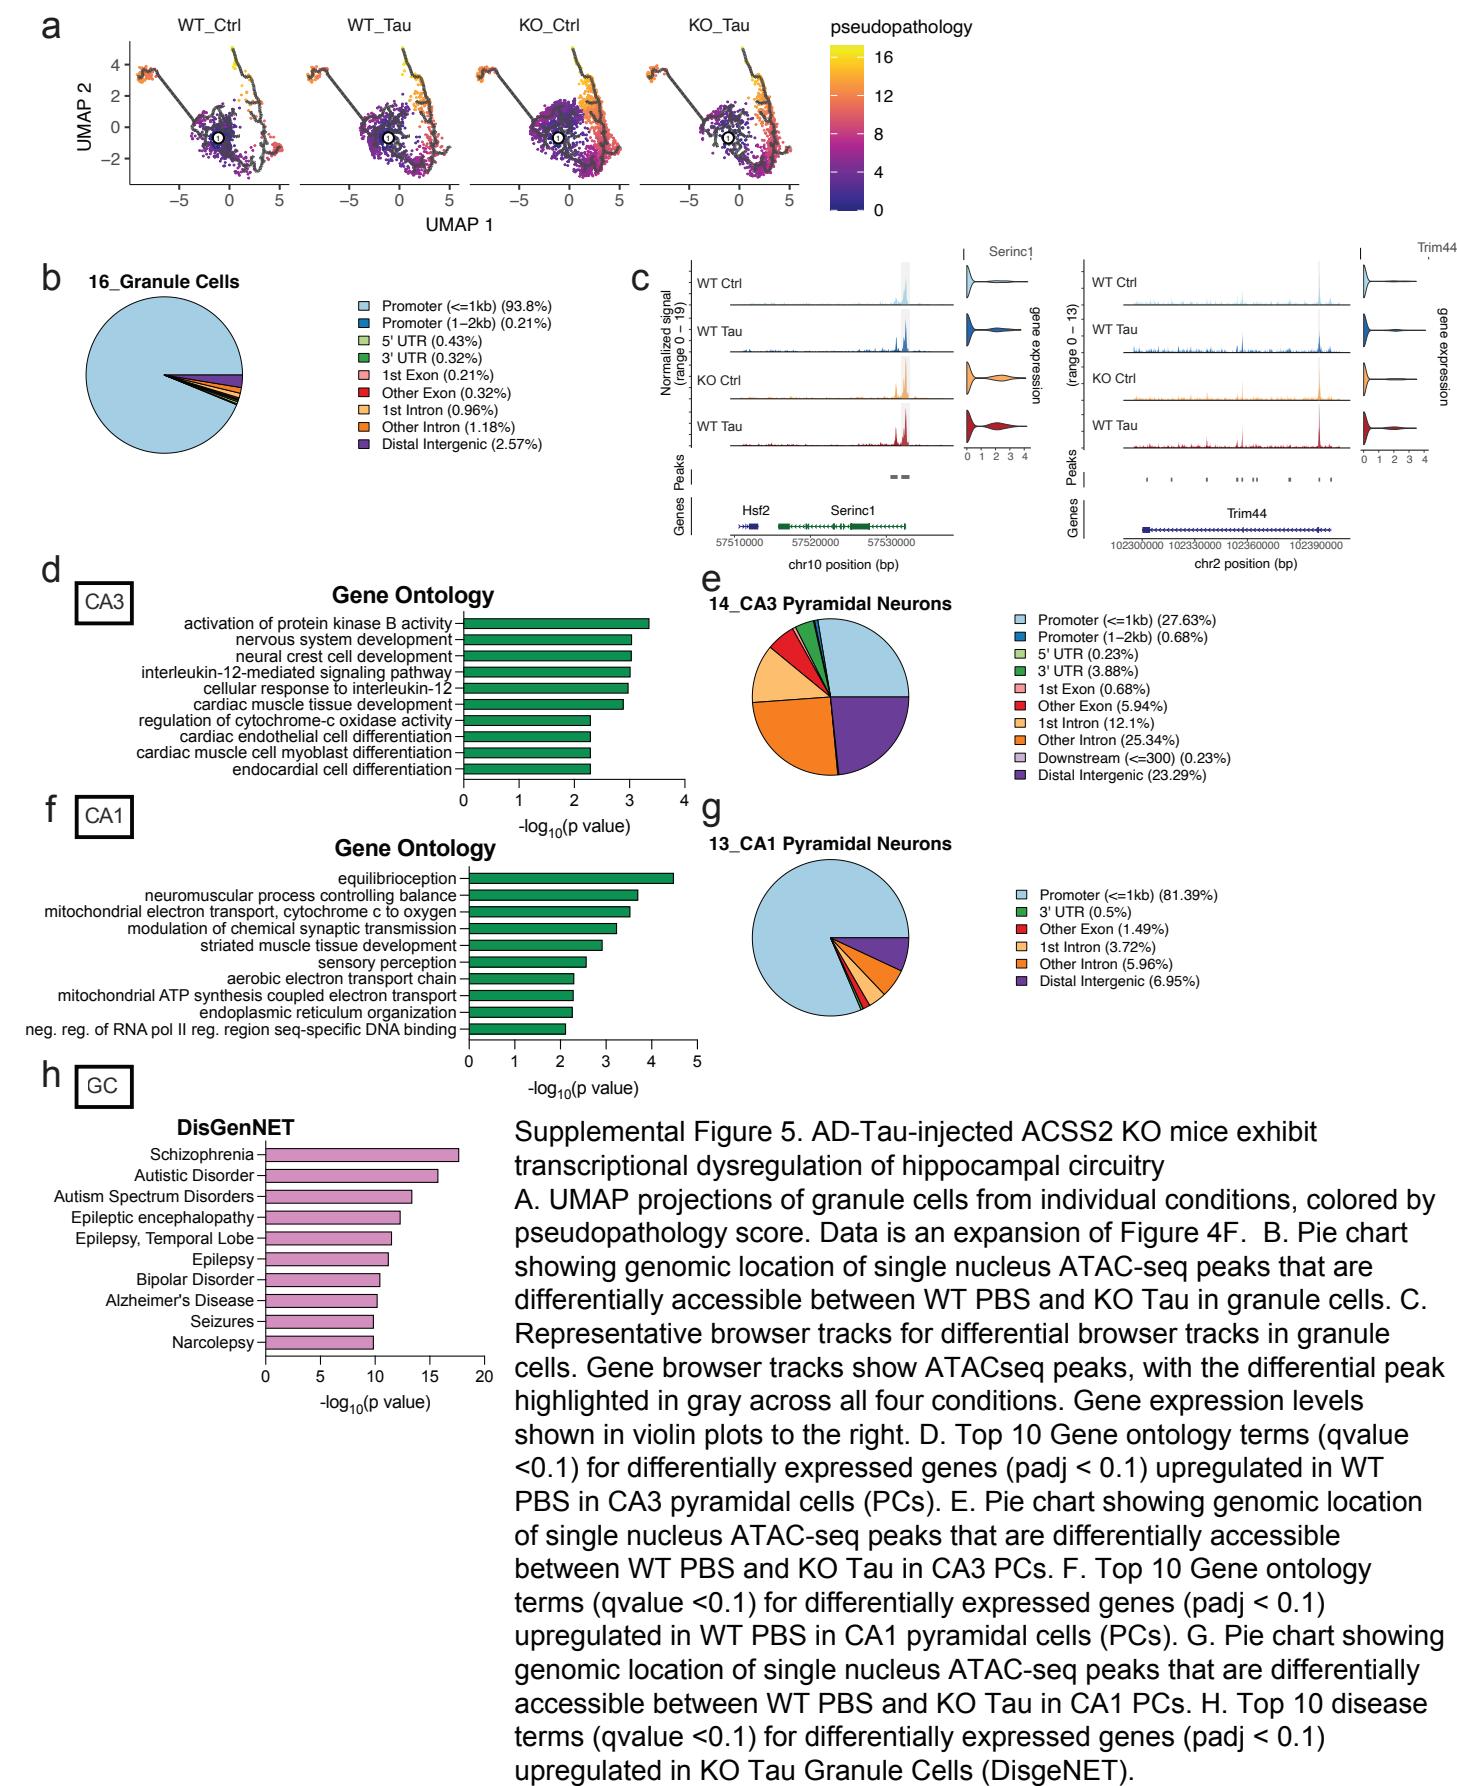

Extended Data Fig 6.  
AD-Tau-injected ACSS2 KO mice exhibit dysregulation in other excitatory neuronal populations.

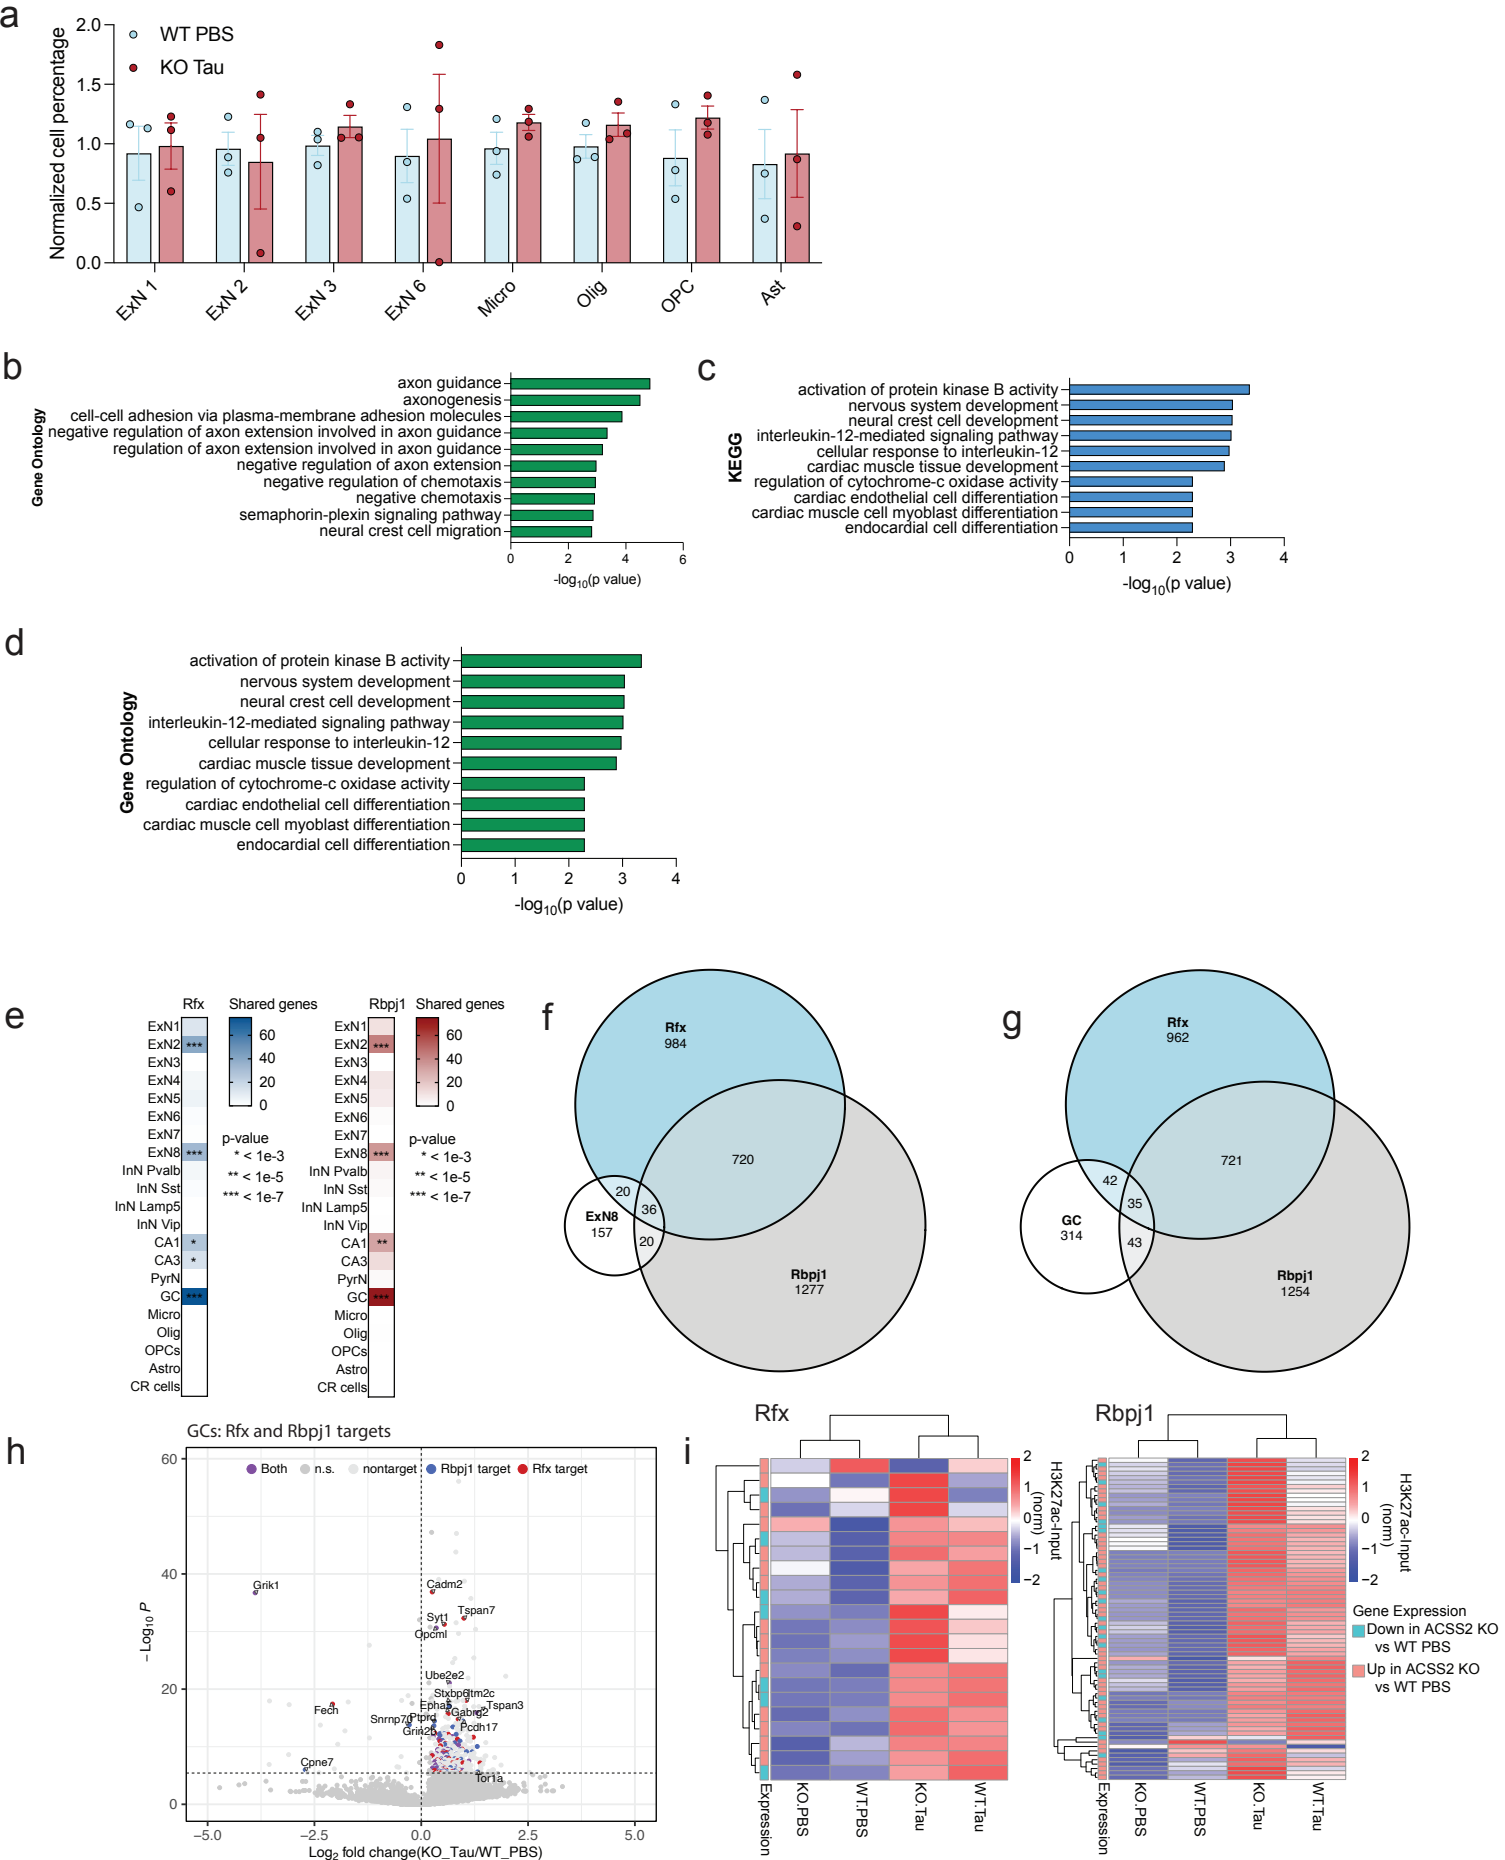

Supplemental Figure 6. AD-Tau-injected ACSS2 KO mice exhibit dysregulation in other excitatory neuronal populations.

**A.** Barplot showing cell types from the bottom cluster of Figure 5A, with all cell abundances normalized to WT PBS condition. Significance determined via propeller.(n=3 per condition) **B.** Top 10 Gene ontology terms (qvalue <0.1) for differentially expressed genes (padj < 0.1) upregulated in WT PBS in Ex N 4. **C.** Top 10 KEGG pathways (qvalue <0.1) for differentially expressed genes (padj < 0.1) upregulated in WT PBS in Ex N 4. **D.** Top 10 Gene ontology terms (qvalue <0.1) for differentially expressed genes (padj < 0.1) upregulated in WT PBS in Ex N 8. **E.** Heatmap showing number of overlapping genes between cluster-specific DEGs (KO Tau vs WT PBS) and genes targeted by Rfx family members (left) and Rbpj1 (right). Significance determined via hypergeometric test. **F.** Venn diagram showing ExN8-specific DEGs overlapped with curated lists of Rfx and Rbpj1 targets. **G.** Venn diagram showing GC-specific DEGs overlapped with curated lists of Rfx and Rbpj1 targets. **H.** Volcano plot showing differentially expressed genes in GCs between PBS-injected WT mice (WT Ctrl) and Tau-injected ACSS2KO mice (KO Tau) (padj < 0.1). Significant Rfx targets shown in red, Rbpj1 in blue, and genes targeted by both in purple. **I.** Heatmaps showing bulk log<sub>2</sub>(H3K27ac-Input) signal at genes proximal to merged scATAC-seq peaks featuring motifs for Rfx (left) and Rbpj1 (right).

Extended Data Fig 7. Effects of acetate supplementation on AD-Tau injected mice

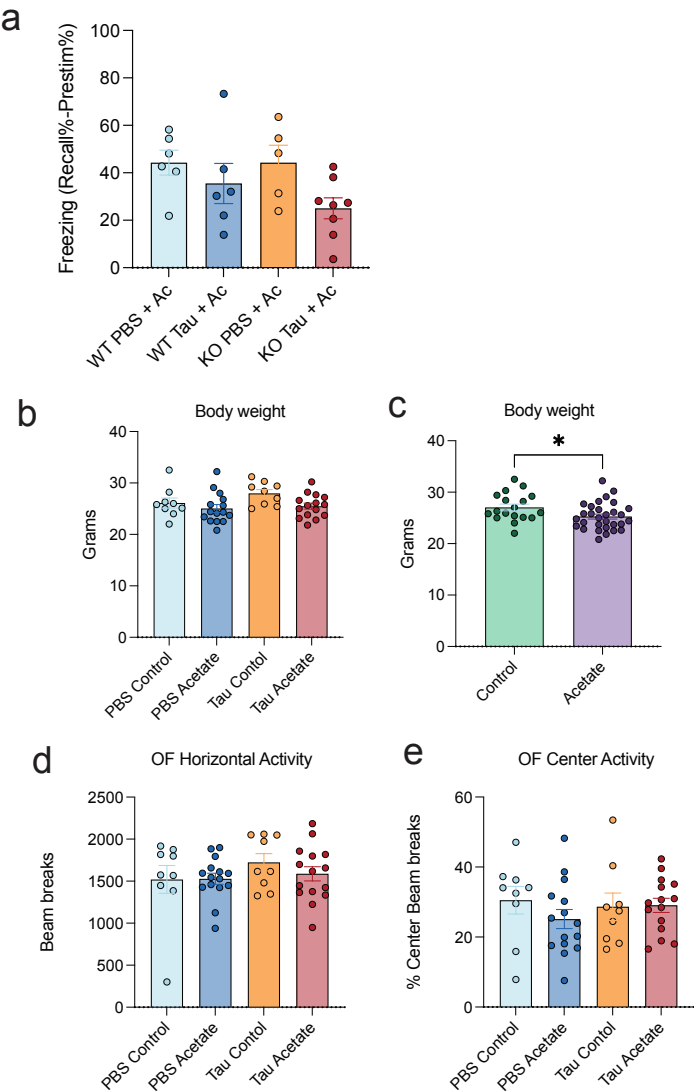

Supplemental Figure 7. Effects of acetate supplementation on AD-Tau injected mice

A. Freezing levels at 24h show no difference in fear conditioning recall between groups for Tau-injected WT and ACSS2 mice injected intraperitoneally with acetate (1.5 g/kg) prior to acquisition. B. Body weight of Tau- or PBS-injected WT mice maintained on high acetate diet compared to control chow. Data binned by individual group. C. Data presented in Figure B binned by diet composition alone. D. OF total movement in the open field arena over the 15 minute assay period. E. Activity in the center of the arena.

How the deposited data were processed for this re-analysis (not part of the article)

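RNA from the dorsal hippocampus of 12 mice was sequenced, with 3 mice for each combination of injection (PBS or 1 µg AD tau) and diet (control or 5% acetate by weight), 6 months after injection. The authors aligned the reads with STAR 2.5.2 to GRCm38, counted them per gene with HTSeq 0.9.1 and deposited raw counts, 1 column per mouse and 24985 genes, of which 5357 had no count in any mouse. Totals were 12983233 to 20218340 per mouse. At these depths the spread between mice, a common biological coefficient of variation of 7.25%, was the main limit for abundant genes, and counting noise for genes near the filter. No column of samples was left unused. Sample groups were taken from the sample labels and the paper's results section.

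Everything that follows was computed here from the deposited counts. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 14742. The main test was edgeR 4.0.16's robust quasi-likelihood F test with TMM normalization and 1 mean per group over all 12 mice, run in R 4.3.3, with 8 residual degrees of freedom. P-values were adjusted by Benjamini-Hochberg over all genes tested, and genes were called at an adjusted p below 0.1. Standard errors were derived from the F statistic. DESeq2 1.42.0 was the alternative tool, and its adjusted p was left as NA where it gives none. Normalized values are CPM after TMM. Scores of a list are the mean log2 CPM (prior count 2) of its genes after each gene's mean is set to 0. Lists were tested with camera (limma 3.58.1, preset correlation 0.01), with fry beside it, and with exact permutation tests of the score of 3 mice against 3, whose smallest two-sided p is 0.1. The functions were tested on simulated data with 200 changed genes. For tau against PBS on the control diet, 83% of genes changed 2-fold were recovered by edgeR among 14629 genes, and 20 of its 174 calls were false. For acetate against control diet in PBS-injected mice, 86% were recovered among 14637 genes, and 15 of 172 calls were false. Of genes changed 1.41-fold, edgeR recovered 63% in the first comparison and 62% in the second. DESeq2 made 30 false calls of 189 in the first and 20 of 178 in the second.

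Genes named in the text were chosen by a rule written before the data were examined. For each of the 5 comparisons (4 between pairs of groups, and the interaction of diet and injection) these were the 5 genes with the smallest p past the threshold whose groups did not overlap, or for the interaction the 5 with the smallest p. Besides these, the rule took Acss2, Npas4, Rfx3, Rfx5 and Rbpj, list members past the threshold, and the member with the largest change in a list summary. The same rule fixed the tau-lowered list as the genes lower at an adjusted p below 0.1 or, with fewer than 10, the 56 with the smallest p. Gene lists (Myelin, Neurogenesis, Potassium import, Immediate early gene, and marker lists for OPC, Astrocyte, Microglia, Endothelial, Meningeal, Choroid plexus, Blood, Dentate granule, CA1, CA3, Thalamus, Striatum and Inhibitory neuron) were written by hand from canonical genes before the data were examined, since no GO annotation was used here. Gene coordinates come from GENCODE mouse release 21 on GRCm38, which has a gene of the same symbol for 24534 of the 24985.

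Alternatives tried were DESeq2's size factors, no filter, DESeq2 on all 12 or on the 6 compared mice, edgeR on the 6 compared mice, an adjusted p below 0.05, the replicate number as a block, 1 surrogate variable (sva 3.50.0), the Myelin list score as a covariate, other choices of the tau-lowered list, and each mouse left out in turn. After the data were seen, 4 more were added, namely a covariate made of the CA1 minus the CA3 list score, removal of each library's trend with GC content and transcript length, counts thinned to the smallest library, and the list called by DESeq2 on all 12 mice. Null distributions for lists and for comparisons that share mice came from 50 simulated data sets each, drawn from negative binomial counts gene by gene, so that correlation between genes was not simulated. The other experiments of the paper were not analysed here.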

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

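The tests by thinned counts, by removal of GC and length trends, by the share of the largest genes, by the covariate of CA1 and CA3 scores and by slopes within groups on the CA1 minus CA3 and myelin scores were added after the data were seen, though before their own results, as was the simulation with no effect of tau or acetate. Those of the sex of the mice and of exchanged labels were chosen after the result was seen.

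In PBS-injected mice, data that the paper shows only as a heatmap, the acetate diet changed 1303 genes at an edgeR adjusted p below 0.1, more than any of the other 3 comparisons between pairs of groups. The count was 15 without PBS-injected acetate mouse 2, 248 without PBS-injected control mouse 3, 315 without PBS-injected acetate mouse 1 and 727 without PBS-injected control mouse 1. Of the 10 splits of these 6 mice into 3 and 3, 1 gave as many genes, the real one, and with 10 splits chance cannot be excluded. A difference in library size is argued against, since counts thinned to the smallest library still gave 1213 genes. A trend with GC content or transcript length is argued against as well, with 1123 genes after its removal. The 10 largest genes held 3.18% to 3.26% of the counts in the PBS-injected mice, with overlap between the diets, so a few dominant genes do not account for it. A candidate explanation is a different share of CA1 and CA3 tissue in the dissected slices. All 5 CA1 markers were higher and all 6 CA3 markers lower with acetate in PBS-injected mice, with median log2 fold changes of 0.68 and -0.52 (camera adjusted p = 1.03e-05 for each list over 48 tests, fry adjusted p = 0.198). Over 14731 genes outside these lists, the slope of a gene on the CA1 minus CA3 score among mice of the same group went with its change between the diets (Spearman correlation 0.307 across genes, two-sided p = 0.0162 from all 1296 permutations of the score within groups, 0.0405 adjusted over 5 such tests). With this score as a covariate 0 genes passed, by a fit in which the score and the groups overlap, so the covariate also removes a true effect of diet. The same test with the myelin score gave 0.126 (permutation p = 0.476), too little to tell whether a different share of myelinated tissue contributes. An effect of the diet on gene expression remains open.

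The effect of acetate differed between tau-injected and PBS-injected mice in 230 genes by the interaction test. Of 100 groupings of the 12 mice into 4 groups of 3, 4 gave as many, the real one included, and the other 3 gave more, with 489, 509 and 617 genes. The observed count lies inside the range of these regroupings, and the share was not adjusted over the 5 comparisons tested this way, so chance is not firmly excluded. The count depended on single mice. It was 144 without PBS-injected control mouse 1, 102 without PBS-injected control mouse 2, 127 without PBS-injected acetate mouse 1, 8 without PBS-injected acetate mouse 2, 113 without tau-injected control mouse 1, 47 without tau-injected control mouse 2, 22 without tau-injected acetate mouse 1 and 442 without tau-injected acetate mouse 3. Over genes, the within-group slope on the CA1 minus CA3 score went with the interaction (Spearman correlation 0.255, permutation p = 0.00694, adjusted p = 0.0347), so a different share of CA1 and CA3 tissue could contribute here too. For the myelin score the correlation was 0.104 (permutation p = 0.5). Tau effects on the 2 diets, which share no mice, ran against each other over genes (Pearson correlation -0.322 across genes, against -0.03 to 0.03 in 50 simulated data sets with no effect). The simulated genes were independent, so that range is too narrow. Group means of the CA1 minus CA3 score were -0.81 in PBS control, -0.05 in tau control, 0.53 in PBS acetate and 0.34 in tau acetate mice. The score was thus higher with tau on the control diet and lower on the acetate diet, where the groups overlapped. A different share of CA1 and CA3 tissue could therefore contribute to this pattern. Such a pattern would also arise if the 2 acetate groups were exchanged in the labels. That cannot be told apart from a true interaction, since the seeded tau is a protein and leaves no transcript to check.

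For the 56 tau-lowered genes the interaction had a median log2 fold change of 0.61 and was above 0 in 56 of 56 genes, of which 37 passed the interaction test. The list was ranked on the change between 2 of the 4 groups, which pushes this value up. Selection on the tau-injected control mice may account for part of the rise with acetate in tau-injected mice, whose median was 0.297 against 0.07 to 0.10 when only a tau effect was simulated and 0.15 to 0.24 when no effect was. The fall in PBS-injected mice, with a median of -0.371, lay beyond the simulated -0.09 to -0.06 and -0.21 to -0.14. These ranges assume independent genes and are therefore too narrow. The ranges with a tau effect also took fitted changes as true, which understates selection. Selection cannot be told apart from an effect for either value. A different share of myelinated tissue could likewise move these genes, but the within-group slope on the myelin score was related too weakly to the tau effect to decide (Spearman correlation 0.0948, permutation p = 0.553). On the control diet the CA1 minus CA3 score was -1.15 to -0.62 in PBS-injected and -0.28 to 0.11 in tau-injected mice, without overlap. The slope on that score was not tested against the tau effect, so a different share of CA1 and CA3 tissue stays open here as well.

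Xist, which the paper does not discuss, had 13583 to 25991 counts per library, 910 to 1353 CPM, and ranked 66th of all genes by its total. The 4 genes of a Y chromosome list written beforehand, Ddx3y, Uty, Kdm5d and Eif2s3y, had 0 counts in all 12 libraries, as did all 8 genes of the Y chromosome that were looked up. A Y chromosome missing from the alignment is argued against by the smallest Xist count of 13583, since male tissue holds next to none. A mix of both sexes is argued against by the 0 counts on Y genes. All 12 libraries showed the pattern of female tissue, which is consistent with female mice where the methods and the labels say male. It bears on all groups alike, so it does not separate the comparisons.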

How the results depend on the processing

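The covariate of the CA1 minus CA3 score, the removal of GC and length trends, the thinned counts and the list from DESeq2 on all 12 mice were chosen after seeing the data. The other alternatives were planned. For the interaction, edgeR on the compared mice is the fit on all 12 and gives no other value.

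Counts of called genes depended on the tool and the mice in the fit. DESeq2 on all 12 mice called 59 genes lower and 27 higher in tau-injected mice on the control diet, against 2 and 0 by edgeR. It called 175 genes changed by acetate in tau-injected mice (edgeR 9), 112 changed by tau on the acetate diet (edgeR 20) and 434 with an interaction (edgeR 230, and 434 again for the planned DESeq2 fit on compared mice, which is the same fit). On the compared mice alone DESeq2 gave 119 lower, 51 higher, 137 and 133 in the same order. On the compared mice alone edgeR gave 32 lower, 3 higher and 2 changed by acetate in tau-injected mice. Without the filter, 56 genes changed with acetate in tau-injected mice and 37 with tau on the acetate diet. At an adjusted p below 0.05 the counts were 0 lower, 3 for acetate in tau-injected mice, 541 for acetate in PBS-injected mice, 0 for tau on the acetate diet and 43 for the interaction, which follows from the stricter threshold.

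Samples of the same replicate number did not deviate together. Their mean correlation was 0.00 over 18 pairs, with 2 above 0.1, and was no different for 36 pairs of other numbers, with 5 above 0.1, so the numbers do not pair the mice. With the replicate block, the counts were 8 lower, 1 higher and 349 with an interaction.

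Covariates moved most of the counts. With 1 surrogate variable, 0 genes were lower, 63 changed with acetate in tau-injected mice, 0 with acetate in PBS-injected mice, 12 with tau on the acetate diet and 4 with an interaction. With the Myelin list as a covariate the counts were 0 lower, 3 for acetate in tau-injected mice, 4 for acetate in PBS-injected mice and 4 for the interaction. With the CA1 minus CA3 score they were 0 lower, 5, 0, 12 for tau on the acetate diet and 3 for the interaction. After removal of the GC and length trends, 1 gene was lower and 3 changed with acetate in tau-injected mice. Thinned counts gave 14 for acetate in tau-injected mice and 13 for tau on the acetate diet. Both scores and the surrogate variable differed between the diets in PBS-injected mice without overlap, so these covariates also remove differences between groups. Apart from these 2 counts, thinned counts left each count within 1.5 times. For the counts that moved, the cause was not tested.

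With each mouse left out in turn, 0 to 15 genes were lower and 0 to 2 higher in tau-injected mice on the control diet, with 15 lower without tau-injected acetate mouse 3, 7 without tau-injected acetate mouse 1 and 6 without PBS-injected control mouse 1. Acetate changed 1 to 66 genes in tau-injected mice, the latter without tau-injected acetate mouse 3, and 15 to 1425 in PBS-injected mice. Tau changed 0 to 93 genes on the acetate diet, with 0 without each of the PBS-injected acetate mice and 93 without tau-injected acetate mouse 2. The interaction count ranged from 8 to 442.

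Of the tau-lowered list, chosen anew each time with 56 genes, or 15 without tau-injected acetate mouse 3, 85.7% to 100% were higher with acetate in tau-injected mice with each mouse left out. When the list was chosen without tau-injected control mouse 1 or 3 and that mouse was the baseline, the share was 70.4% and 53.6%. The median change of the list with acetate in tau-injected mice was 0.20 to 0.53 with each mouse left out, that of tau on the acetate diet 0.11 to 0.51, and that with acetate in PBS-injected mice -0.54 to -0.24. For the share and for both medians with acetate, the choice of the list fixes the direction, since simulated data with no effect gave medians of 0.15 to 0.24 and -0.21 to -0.14, so an unchanged sign or camera p says nothing about their stability. The median of tau on the acetate diet, which simulated data with no effect put at -0.03 to 0.05, kept its sign and a camera p below 0.05 under the alternatives run. The lists were only partly the same genes, with 7 of 56 shared under the Myelin covariate and 24 of 56 with the surrogate variable. The myelin list's median stayed between -0.70 and -0.47. The neurogenesis list's was -0.17 to -0.046 with each mouse left out and passed only with the surrogate variable, at -0.20. The potassium import list's was -0.0057 to 0.037. The immediate early gene list, at -0.11, no longer passed with fry at the same median, with the surrogate variable at -0.087, or without PBS-injected control mouse 1 at -0.035. It reversed to 0.0069 without tau-injected control mouse 2, in a range from -0.24 to 0.0069 with each mouse left out.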

Differences from the paper's values

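The paper's text gives 56 genes reduced by tau injection on the control diet, and 2 were lower here. Among the alternatives set before the data were examined, DESeq2 on all 12 mice gave 59, within 1.5 times the paper's number. The paper's Fig. 6E gives about 59 genes lower, read by eye, which is not the number in the paper's text, and the same alternative matches it. The paper's methods name DESeq2 without the mice that entered the fit. The remaining alternatives set before the data were examined, DESeq2 on the compared mice (119), edgeR on the compared mice (32), the other edgeR settings (0 to 8) and each mouse left out (0 to 15), lay outside.

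The paper's Fig. 6E gives about 26 genes higher in tau-injected mice, read by eye, and 0 were higher here, while DESeq2 on all 12 mice gave 27. DESeq2 on the compared mice gave 51 and the edgeR alternatives 0 to 3, all outside. The paper's legend of Fig. 6G gives the top 87 differentially regulated genes, without stating whether these are all that passed, against 2 changed genes here and 86 by DESeq2 on all 12 mice. DESeq2 on the compared mice gave 170, edgeR on the compared mice 35, and the other edgeR settings 0 to 16, all outside.

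The paper states that all genes reduced by tau injection recovered with acetate. Here 52 of 56 were higher with acetate in tau-injected mice, and 56 of the 59 genes called by DESeq2. With the myelin score as a covariate, all 56 genes of the list chosen under that setting were higher. The paper names neurogenesis among the processes of the genes reduced by tau injection, and the median of the neurogenesis list, a hand-written list and not the GO term, was -0.17 with a camera adjusted p of 0.332.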

Other observations

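The test of choroid plexus tissue was chosen after the result was seen, and the simulations of comparisons that share mice were added after the data were seen.

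The 3 comparisons between pairs of groups other than acetate in PBS-injected mice gave few genes. For tau on the control diet, 1 of the 10 splits of the 6 mice gave as many called genes, the real one, and the same held for acetate in tau-injected mice (1 of 10) and for tau on the acetate diet (1 of 10). With 10 splits chance cannot be excluded for any of them.

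Comparisons that share mice have correlated changes by construction. Across genes, the tau effect on the control diet and the acetate effect in tau-injected mice had a Pearson correlation of -0.525, against -0.542 to -0.483 in 50 simulated data sets with no effect, so this correlation does not speak for a reversal by acetate. Acetate in tau-injected mice and tau on the acetate diet had 0.582 (0.445 to 0.517 simulated), and acetate in PBS-injected mice and tau on the acetate diet -0.661 (-0.533 to -0.469 simulated). The tau effect on the control diet and the acetate effect in PBS-injected mice had 0.673, against 0.476 to 0.526 simulated. Acetate effects in tau-injected and PBS-injected mice, which share no mice, had -0.140, against -0.039 to 0.032 simulated. Genes are not independent replicates, and the simulated genes were.

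The myelin list rose with acetate in tau-injected mice (median log2 fold change 0.52, 22 of 22 genes, fry adjusted p = 0.152 over 4 lists), where the scores of the mice on the diets overlapped (exact two-sided permutation test, p = 0.2). It fell with acetate in PBS-injected mice (-0.52, 22 of 22 genes, fry adjusted p = 0.0966) and was higher with tau on the acetate diet (0.45, 22 of 22 genes, fry adjusted p = 0.246). On the acetate diet the scores of tau-injected and PBS-injected mice overlapped too (exact two-sided permutation test, p = 0.2). The median interaction of the myelin list was 1.07 (fry adjusted p = 0.023). Among its genes, Mobp, Cldn11, Ermn, Ugt8a, Fa2h, Nkx6-2 and Gjb1 were called in PBS-injected mice, with log2 fold changes from -0.84 to -0.48. Their calls held in 2 to 10 of 12 fits with a mouse left out, and in none without PBS-injected acetate mouse 2 or PBS-injected control mouse 1. Fa2h, Nkx6-2 and Gjb1 were called for the interaction, each in 10 of these fits.

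The immediate early gene list had a median of -0.11 with tau on the control diet, with 10 of 16 genes lower (camera adjusted p = 0.0525, fry adjusted p = 0.545), and was 0.0069 without tau-injected control mouse 2. The largest change was in Fos, at -0.62. In the other comparisons between pairs of groups, neurogenesis, potassium import and immediate early gene lists had camera adjusted p of at least 0.364. The median and the mean of the neurogenesis list differed in sign for acetate in tau-injected mice (0.08 and -0.0062) and for tau on the acetate diet (-0.03 and 0.03). Potassium import genes called in PBS-injected mice, Kcnj10, Kcnj2, Kcnj9 and Slc12a2 among them, went both ways, from -0.72 for Kcnj2 to 0.41 for Kcnj9, and Kcnj10 was called for the interaction. Kcnj13 is on the potassium import and the choroid plexus list, and Calb2 on the neurogenesis and the thalamus list.

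Marker lists were tested in 4 comparisons, 48 tests in all. At a camera adjusted p below 0.1, tau on the control diet went with a higher meningeal (median 0.42), CA1 (0.49) and inhibitory neuron list (0.11) and a lower CA3 (-0.36) and thalamus list (-1.25). For the thalamus list the groups overlapped (exact two-sided permutation test, p = 0.5). PBS-injected control mouse 2 had the highest score of the 12 libraries, PBS-injected control mouse 3 was at 0.24, and PBS-injected control mouse 1, at -0.51, lay below the tau-injected mice, at -0.50 to -0.04. Acetate in tau-injected mice went with higher microglia (0.14), CA1 (0.13), striatum (0.17) and dentate granule lists (0.22), and in each of these the scores of the mice on the diets overlapped (exact two-sided permutation p from 0.2 to 0.3). In PBS-injected mice acetate went with a higher CA1 list and lower CA3 and choroid plexus lists (-1.08). Tau on the acetate diet went with higher OPC (0.14), microglia (0.19), meningeal (0.36) and choroid plexus lists (1.92), with overlap between the groups for the OPC and meningeal lists (exact two-sided permutation p = 0.3 and 0.4). The choroid plexus score was 1.76 in tau-injected acetate mouse 3, against -0.26 and -0.37 in tau-injected acetate mice 1 and 2. PBS-injected acetate mice scored -0.89 to -0.68, so mouse 3 carried much of the size of this change but not its direction. None of the 48 passed with fry, whose smallest adjusted p was 0.198. Medians of the astrocyte list were 0.02 to 0.09 and those of the endothelial list 0.04 to 0.10 over the 4 comparisons, and none passed. Of the blood list 1 of 5 genes passed the filter and it was not tested. List genes called in PBS-injected mice included Fibcd1, Pou3f1 and Mpped1 (CA1, all higher), Iyd, Grik4 and Nptx1 (CA3, all lower), Folr1 and Otx2 (choroid plexus, both lower), and Cspg4, Gpr17, Aqp4, Slc1a3, Itm2a and Rgs9. Each of these calls was lost without PBS-injected acetate mouse 2, and most without other PBS-injected mice too. Aqp4 and Folr1 were also called for the interaction.

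Choroid plexus markers were high in tau-injected acetate mouse 3, where 11 of the 12 markers, all but Sostdc1, had their highest value of the 12 libraries. Ttr, the most abundant, had 399 CPM there, against a median of 49.4 and a maximum of 148 in the others. Choroid plexus tissue in the slice is a candidate source of these transcripts. Ttr was counted in the other libraries as well. Without this mouse, 56 genes differed between tau-injected and PBS-injected mice on the acetate diet, against 20 with it.

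Acss2 and the genes that the paper names for its first bulk RNA-seq experiment were measured here too. The paper reports Npas4, Rfx3 and Rfx5 as changed in tau-injected ACSS2 knockout mice against PBS-injected wild-type mice. The mice here were wild type, so that comparison was not repeated. Acss2 changed by -0.02 with tau on the control diet (edgeR adjusted p = 0.962), by -0.05 with acetate in tau-injected mice and by -0.08 with acetate in PBS-injected mice. Npas4 was at -0.61 with tau on the control diet (standard error 0.38, edgeR adjusted p = 0.692), and Rfx3, Rfx5 and Rbpj were at 0.03, -0.0076 and -0.18. None of the 5 genes passed the threshold in any of the 5 comparisons by edgeR.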
